# Low levels of Stat5a protein in breast cancer are associated with tumor progression and unfavorable clinical outcomes

**DOI:** 10.1186/bcr3328

**Published:** 2012-10-04

**Authors:** Amy R Peck, Agnieszka K Witkiewicz, Chengbao Liu, Alexander C Klimowicz, Ginger A Stringer, Edward Pequignot, Boris Freydin, Ning Yang, Adam Ertel, Thai H Tran, Melanie A Girondo, Anne L Rosenberg, Jeffrey A Hooke, Albert J Kovatich, Craig D Shriver, David L Rimm, Anthony M Magliocco, Terry Hyslop, Hallgeir Rui

## Abstract

**Introduction:**

Signal transducer and activator of transcripton-5a (Stat5a) and its close homologue, Stat5b, mediate key physiological effects of prolactin and growth hormone in mammary glands. In breast cancer, loss of nuclear localized and tyrosine phosphorylated Stat5a/b is associated with poor prognosis and increased risk of antiestrogen therapy failure. Here we quantify for the first time levels of Stat5a and Stat5b over breast cancer progression, and explore their potential association with clinical outcome.

**Methods:**

Stat5a and Stat5b protein levels were quantified *in situ *in breast-cancer progression material. Stat5a and Stat5b transcript levels in breast cancer were correlated with clinical outcome in 936 patients. Stat5a protein was further quantified in four archival cohorts totaling 686 patients with clinical outcome data by using multivariate models.

**Results:**

Protein levels of Stat5a but not Stat5b were reduced in primary breast cancer and lymph node metastases compared with normal epithelia. Low tumor levels of Stat5a but not Stat5b mRNA were associated with poor prognosis. Experimentally, only limited overlap between Stat5a- and Stat5b-modulated genes was found. In two cohorts of therapy-naïve, node-negative breast cancer patients, low nuclear Stat5a protein levels were an independent marker of poor prognosis. Multivariate analysis of two cohorts treated with antiestrogen monotherapy revealed that low nuclear Stat5a levels were associated with a more than fourfold risk of unfavorable outcome.

**Conclusions:**

Loss of Stat5a represents a new independent marker of poor prognosis in node-negative breast cancer and may be a predictor of response to antiestrogen therapy if validated in randomized clinical trials.

## Introduction

Signal transducer and activator of transcription-5a (Stat5a) was first identified as "mammary gland factor" [1], and subsequently, the highly homologous but distinct *Stat5b *gene was discovered [2]. Stat5a and Stat5b are activated in response to hormones or cytokines by phosphorylation of a tyrosine residue located within structurally identical motifs near their C-terminal transactivation domains. Phosphorylated Stat5 molecules undergo functional dimerization, nuclear translocation, and DNA binding to modulate expression of target genes that promote mammary epithelial cell survival, proliferation, and differentiation [3-5]. Stat5a and Stat5b are encoded by separate genes but share greater than 90% amino acid identity. Despite some overlapping functions, Stat5a and Stat5b have distinct regulatory features and functions [6-8], as well as distinct tissue-specific expression patterns [4,5]. Based on gene-knockout studies in mice, pregnancy-associated growth and differentiation of normal mammary epithelia require Stat5a but not Stat5b [4,9]. However, consistent with partially overlapping functions of Stat5a and Stat5b, Stat5b is phosphorylated during pregnancy, and upregulation of phospho-Stat5b in Stat5a-deficient mice is associated with restored lactation after repeated pregnancies [5,10]. Emerging evidence points to critical involvement of Stat5 transcription factors in the development and progression of breast cancer. Current data support the concept of dual roles of Stat5a/b proteins as promoters of mammary tumorigenesis, and as suppressors of the progression of established breast cancer [11,12], although our knowledge of individual roles of Stat5a and Stat5b in breast cancer remains rudimentary.

Experimental support for a promoting role of Stat5a in mammary tumor initiation includes genetic models in mice in which Stat5a is either suppressed or hyperactivated [13-15]. A function for Stat5a in tumor initiation may involve proliferative upregulation of cyclin D1 [16,17] and antiapoptotic effects, for instance, through upregulation of Akt1 [18] or induction of Survivin [19]. Conversely, experimental *in vitro *data indicate that Stat5a maintains cellular differentiation and suppresses epithelial-to-mesenchymal transition and invasive characteristics of human breast cancer cell lines [20-23], and a positive association between nuclear Stat5a and more well-differentiated human breast cancer has been reported [24,25]. Expression of constitutively active Stat5a promoted breast cancer cell survival and anchorage-independent growth but inhibited migration, whereas constitutively active Stat5b had little or no effect, possibly because of its limited capacity to upregulate Survivin [19]. Furthermore, prolactin-suppression of the *Bcl6 *oncogene in human breast cancer cell lines [26] was preferentially mediated by Stat5a over Stat5b [22]. In contrast, Stat5b has been reported to contribute to the progression of established breast cancer. Stat5b but not Stat5a promoted *in vitro *migration of ER-negative BT549 and MDA-MB-231 breast cancer cells [27]. In ER-positive T47D and MCF7 cells, Stat5b was implicated as a mediator of estrogen-induced proliferation, and a constitutively active Stat5b mutant induced resistance to antiestrogens [28]. Collectively, these experimental data indicate distinct roles of Stat5a and Stat5b in breast tumor biology.

In healthy human and rodent mammary epithelia outside of pregnancy, Stat5a/b is consistently tyrosine phosphorylated and transcriptionally active at a basal level [5], whereas a progressive loss of nuclear-localized, tyrosine-phosphorylated Stat5a/b (Nuc-pYStat5a/b) has been observed in invasive and metastatic breast cancer [22,29,30]. Low levels of Nuc-pYStat5a/b were a strong independent marker of poor prognosis in node-negative breast cancer and were also a strong independent marker associated with antiestrogen therapy failure [29,30]. Importantly, phosphotyrosine motifs surrounding the conserved amino acid residues Y694 of Stat5a and Y699 of Stat5b are identical and cannot be distinguished by phosphotyrosine-Stat5 antibodies. Most analyses of Stat5 in breast cancer specimens to date have focused on detecting either Stat5a or Stat5b or investigated Stat5 without discriminating between Stat5a and Stat5b. As a result, apparently conflicting lines of evidence have been reported, based on a few limited studies for associations between clinicopathologic parameters and levels of Stat5 transcription factors. Furthermore, the mechanisms underpinning loss of Nuc-pYStat5a/b in breast cancer remain to be identified, and it is unknown whether reduced Nuc-pYStat5a/b levels in breast cancer may in part reflect reduced levels of Stat5a and/or Stat5b protein expression.

Several studies have reported low levels of Stat5 protein in invasive breast cancer. First, only 34% of 517 invasive breast cancer cases were positive for epithelial cell Stat5 expression, as measured by immunohistochemistry, and nuclear Stat5 was detected in as few as 18 (3%) of cases [31]. In that study, undetectable Stat5 protein was associated with poor clinical outcome in ER-positive patients and poor response to post-relapse antiestrogen therapy [31].

Second, cytoplasmic or nuclear Stat5a was detected in 17% of 30 cases of breast adenocarcinomas compared with nearly 100% positive expression in normal tissue [25]. In contrast, our initial study of a breast cancer progression material by using a pan-Stat5a/b antibody indicated that malignant breast tumors generally remained positive for expression of Stat5 protein across the progression series, although quantification was not attempted, and the antibody used did not discern between Stat5a and Stat5b [29]. Other groups reported high frequencies of nuclear Stat5a expression in breast adenocarcinomas, ranging from 48% to 74% of cases [24,32]. Collectively, these discrepant and incomplete data warrant a more systematic effort to quantify Stat5a or Stat5b protein expression during human breast cancer progression relative to normal breast tissue.

With selective Stat5a and Stat5b antibodies and immunofluorescence detection on the Automated Quantitative Analysis (AQUA) platform [33,34], Stat5a and Stat5b protein levels were quantified in breast cancer progression material. Unexpectedly, the analyses revealed frequent and selective loss of nuclear as well as total Stat5a protein in invasive breast cancer and lymph node metastases, whereas expression of Stat5b remained unchanged. Low transcript levels for Stat5a but not Stat5b in breast cancer specimens were associated with poor clinical outcome. Based on four independent clinical materials, reduced levels of nuclear-localized Stat5a were prognostic of unfavorable breast cancer outcome in patients who did not receive systemic adjuvant therapy and were associated with elevated risk of failure of antiestrogen therapy in patients. Loss of Stat5a protein may represent a new mechanism contributing to the reported frequent loss of Nuc-pYStat5a/b during breast cancer progression.

## Materials and methods

### Paraffin-embedded breast tumor specimens

Five independent and deidentified clinical cohorts of breast cancer tissues, represented as formalin-fixed and paraffin-embedded whole tissue sections or tissue microarrays, were evaluated. The research use of tissues was approved by the ethics committee of the respective institutions, and informed consent was waived as anonymous archival tissue specimens were used. Clinical information was not available for progression Material I. Patient demographics and clinical features of Materials III, IV, V, and VI are presented in Table 1.

**Table 1:** Characteristics of patients in Materials III, IV, V, and VI

		Material III prognosis (*n *= 233)		Material IV prognosis (*n *= 291)		Material V antiestrogen (*n *= 75)		Material VI antiestrogen (*n *= 97)	
		Number	%	Number	%	Number	%	Number	%
Center	Fox Chase	64	27	-	-	19	25	-	-
	Kaiser	79	34	-	-	35	47	-	-
	Univ of Miami	30	13	-	-	11	15	-	-
	Washington Univ	60	26	-	-	10	13	-	-

Race	Asian	1	0.4	0	0	1	1.3	-	-
	Black	16	7	3	1	6	8	-	-
	White	216	93	287	99	67	89	-	-
	Other	0	0	1	0.3	1	1.3	-	-

Age (years)	< 50	42	18	86	30	9	12	6	6
	≥50	191	82	205	70	66	88	91	94

Size (cm)	< 2	117	50	114	39	41	55	39	40
	≥2 to < 5	107	46	133	46	34	45	43	44
	≥5	9	4	33	11	0	0	11	11
	Missing	0	0	11	4	0	0	4	4

Grade	1	61	26	67	23	17	23	14	14
	2	104	45	137	47	45	60	47	48
	3	68	29	48	16	13	17	32	33
	Missing	0	0	39	13	0	0	4	4

ER status	Negative	44	19	97	33	1	1.3	11	11
	Positive	186	80	163	56	72	96	80	82
	Missing	3	1.3	31	11	2	3	6	6

PR status	Negative	65	28	103	35	9	12	-	-
	Positive	122	52	151	52	56	75	-	-
	Missing	46	20	37	13	10	13	-	-

ER/PR status	Negative	44	19	68	23	1	1.3	12	12
	Positive	178	76	192	66	72	96	83	86
	Missing	11	5	31	11	2	3	2	2

HER2 status	Negative	-	-	217	75	-	-	77	79
	Positive	-	-	33	11	-	-	13	13
	Missing	-	-	41	14	-	-	7	7

Nodal status	Negative	233	100	291	100	73	100	42	43
	Positive	0	0	0	0	0	0	42	43
	Missing	0	0	0	0	0	0	13	13

Chemotherapy	Untreated	233	100	-	-	75	100	97	100
	Treated	0	0	-	-	0	0	0	0
	Missing	0	0	-	-	0	0	0	0

Hormone therapy	Untreated	233	100	-	-	0	0	0	0
	Treated	0	0	-	-	75	100	97	100

Radiation therapy	Untreated	187	80	-	-	48	64	36	37
	Treated	46	20	-	-	27	36	59	61
	Missing	0	0	-	-	0	0	2	2

Stat5a status	Low	30	13	200	69	9	12	24	25
	High	193	83	39	13	64	85	47	48
	Missing	10	4	52	18	2	3	26	27

CSS events	Number	52	22	107	37	10	13	56	58

TTR events	Number	56	24	-	-	13	17	60	62

Evaluable subjects for multivariate	Number	218	94	190	65	73	97	55	57

		**Mean (Range)**		**Mean (Range)**		**Mean (Range)**		**Mean (Range)**	

Stat5a score	-	32 (0-90)		653 (175-2,099)		34.1 (0-80)		1,949 (727-4,626)	

Date of diagnosis	Year	1974-1990		1953-1980		1986-1996		1990-2000	

Age at diagnosis	Years	62.3 (31-88)		57.3 (24-86)		64.6 (43-88)		69.8 (38-89)	

Tumor size	cm	2.1 (0.6-7.5)		2.5 (0.4-11)		1.9 (0.5-4.5)		2.7 (0.4-11)	

Follow-up	Months	126 (3-326)		160 (1-425)		117 (10-195)		41 (4-143)	

ER, estrogen receptor; PR, progesterone receptor; SD, standard deviation.

Material I was a breast cancer progression tissue array constructed by using cutting-edge matrix assembly [35] and represented 180 unmatched patient specimens, including 40 normal breast tissues, 20 ductal carcinoma *in situ *(DCIS), 100 invasive ductal carcinomas (IDCs), and 20 lymph node breast cancer metastases [22]. Tissues were obtained from Thomas Jefferson University Hospital archives. The array contained 59% estrogen receptor (ER)-positive, 42% progesterone receptor (PR)-positive, and 20% Her2-positive cases, as determined by pathologist scoring of standard DAB-chromogen immunohistochemistry (DAB-IHC). Stat5a scores, detected by immunofluorescence and quantified by automated quantitative analysis (AQUA), were obtained for 126 cases, and Stat5b AQUA scores were obtained for 116 cases.

Material III, obtained through the National Cancer Institute Cooperative Breast Cancer Tissue Resource, comprised whole tissue sections from patients with node-negative IDC who did not receive adjuvant systemic therapy (*n *= 233). Nuclear Stat5a (Nuc-Stat5a) scores were calculated through pathologist scoring of traditional DAB-IHC and obtained for 223 tumor specimens.

Material IV was a breast cancer tissue microarray (0.6-mm cores) from Yale University pathology archives, representing 291 node-negative IDC patients who did not receive adjuvant systemic therapy [30]. Nuc-Stat5a AQUA scores were obtained for 239 tumors.

Material V comprised whole tissue sections from tumors of node-negative IDC patients who received adjuvant hormone monotherapy (*n *= 75). Specimens were obtained through the National Cancer Institute Cooperative Breast Cancer Tissue Resource. Nuc-Stat5a DAB-IHC scores were obtained for 73 tumor specimens.

Material VI was a 0.6-mm tumor tissue core microarray from a random series of breast cancer patients identified through the Alberta Cancer Registry (Calgary, Alberta, Canada) who received adjuvant hormone monotherapy for up to 60 months (average, 30 months) [30]. The array was constructed in triplicate from tumors of 50 patients who died of breast cancer and 50 patients with greater than 5-year follow-up without breast cancer recurrence. AQUA analysis yielded informative data on Nuc-Stat5a for 71 cases. Stat5a and Stat5b mRNA expression levels were evaluated in the context of clinical outcome in RNA microarray datasets (Material II) compiled from public repositories, Gene Expression Omnibus [36] and ArrayExpress [37], as described previously [38].

### Prolactin-induced *Stat5a *and *Stat5b *gene profiles

Adenoviral delivery of Stat5a and Stat5b was performed as previously described [21,39]. In brief, confluent MCF7 cells were infected with adenovirus in serum-free media (1 × 10^6 ^cells/well; multiplicity of infection (MOI) = 40) for 90 minutes at 37°C and cultured in regular growth media for 24 hours. Cells were serum starved for 16 hours before treatment with or without 10 n*M *PRL for 20 minutes (protein detection) or 4 hours (mRNA analysis). Stat5a and Stat5b expression and phosphorylation were determined by standard immunoblotting. Genome-wide transcript profiling of mRNA (RNeasy Kit; Qiagen Inc., Valencia, CA, USA) was performed in triplicate by the KCC Genomics Core. RNA was validated by using the Agilent Bioanalyzer (Santa Clara, CA, USA) followed by cDNA synthesis and labeling for microarray expression profiling by using the HuGene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA; GEO: GSE37781 [40]).

### Quantification of Stat5a and Stat5b by automated quantitative analysis (AQUA)

Rabbit polyclonal antisera specific for Stat5a and Stat5b were generated against unique epitopes of each protein, as previously described [5]. Antibody specificity was verified by cross-immunoprecipitation followed by immunoblotting and by immunohistochemistry on formalin-fixed, paraffin-embedded breast tissues in the presence or absence of blocking immunizing peptide. Immunofluorescent staining of Stat5a or Stat5b for AQUA analysis was performed on a Dako Autostainer by following a reported protocol [30] with Stat5a (1:8,000) or Stat5b (1:4,000) antisera used for primary detection. The AQUA/PM2000 platform (HistoRx, New Haven, CT, USA) [33] was used as previously described [22,30] to quantify cellular and nuclear levels of Stat5a or Stat5b (Cy5) within tumor tissue, as defined by cytokeratin-positive (FITC/Alexa-488) and nuclei-positive (DAPI) mapping. Cases not interpretable by AQUA because of loss of histospots or insufficient staining quality or tumor sampling were excluded [33].

### Detection of Stat5a by DAB-chromogen immunohistochemistry

DAB chromogen immunohistochemistry (DAB-IHC) for Stat5a and Stat5b was performed by following the previously described protocol by using a Dako Autostainer Plus (Dako, Carpinteria, CA, USA) with the following modifications [29,30]. Antigen retrieval was performed by using the DAKO PT-module with citric acid buffer (pH 6.0). Stat5a (1:8,000) or Stat5b (1:4,000) antibody was incubated with tissue slides for 30 minutes at room temperature. Transcriptionally active Stat5a, defined by nuclear localization of the protein (Nuc-Stat5a), was identified by a pathologist blinded to clinical outcome. Control experiments validating nuclear localization of the Stat5a protein in response to prolactin were performed by using viable surgically removed healthy human breast tissues obtained from Thomas Jefferson University Hospital under IRB-approved protocols. Explants were cultured *ex vivo *at 37°C in RPMI media containing 10% FBS and 1 m*M *sodium pyruvate, with or with 100 n*M *human prolactin for 1 hour and subsequently formalin fixed, paraffin embedded, and sectioned. Standard DAB-IHC was performed as described previously [29,30].

### Statistical methods

Affymetrix HuGene ST 1.0 expression-signal estimates were computed by using iterPLIER in Affymetrix Expression Console version 1.1. Genes represented by multiple probesets were averaged, and expression values were scaled to the probeset with the maximal variance for that gene. Low-signal genes were filtered out by retaining genes expressed above the 25th percentile on at least one array. Approximately 85% of genes were retained and evaluated for differential expression between Stat5a or Stat5b-expressing cells in the presence or absence of prolactin by using Significance Analysis for Microarrays with 25% false discovery rate and 1.25 minimum fold-change cutoffs.

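At these thresholds, limma's test on the log2 signals of the MCF-7 cells called 80 genes higher and 86 lower with prolactin in cells given Stat5a, and 211 higher and 83 lower in cells given Stat5b. The 166 genes in Stat5a cells became 60 and 29 without Stat5a untreated replicates 2 and 3 and 67, 27 and 95 without Stat5a prolactin replicates 1, 2 and 3, while without Stat5a untreated replicate 1 they were 109 higher and 35 lower, and the 294 in Stat5b cells became 194 and 195 without Stat5b untreated replicates 1 and 3 and 195 without Stat5b prolactin replicate 3. In Stat5a cells the progesterone receptor gene PGR had a log2 fold change of 0.56 (adjusted p = 0.1185), FN1, which encodes the matrix protein fibronectin, one of 0.41 (adjusted p = 0.1185) and the cadherin gene FAT4 one of 0.67 (adjusted p = 0.0775). These 3 genes passed the false discovery rate of 25% and the fold change of 1.25 without reaching an adjusted p under 0.05. SLC7A5, an amino acid transporter gene, was also among them, at 0.43 (adjusted p = 0.115). NDRG1, a gene raised by low oxygen, was among those lower, at -0.53 (adjusted p = 0.0628). None of these 5 genes passed the 25% in every alternative analysis, with adjusted p-values of up to 0.403 for PGR, 0.383 for FN1, 0.314 for FAT4, 0.384 for SLC7A5 and 0.256 for NDRG1. Significance Analysis of Microarrays, computed over all 20 relabellings of 3 arrays against 3, called 708 genes in Stat5a cells and 193 in Stat5b cells at these thresholds. The signal filter kept 84.2% of the genes with a symbol of their own.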

One-way ANOVA with Dunnett T3 pairwise *post hoc *test (SPSS v15.0; SPSS Inc, Chicago, IL, USA) was used to compare levels of Stat5a or Stat5b between breast histology groups in progression Material I. Clinical end points for survival analyses in Materials III, V, and VI were breast cancer-specific survival (CSS) and time-to-recurrence (TTR) of either local or distant disease, according to consensus definitions [41]. For Material IV, only CSS was available. Statistical software R (v2.11.1) [42] determined optimal cutpoints for low and high Stat5a-expressing tumors as a function of patient survival in all materials. Survival analyses were conducted by using Kaplan-Meier plots, log-rank test, and adjusted Cox regression when proportional hazard assumption passed (assessed globally by using a Wald goodness-of-fit χ^2 ^test for each cohort and outcome multivariate model) or adjusted Weibull regression when proportional hazard assumption failed (SAS v9.2; SAS Institute, Cary, NC, USA). When available, variables included in the adjusted models were tumor grade, tumor size, lymph node status, ER/PR expression, Her2 status, and Nuc-Stat5a.

## Results

### Levels of nuclear-localized Stat5a but not Stat5b are diminished during breast cancer progression

To investigate whether previously reported reduced levels of Nuc-pYStat5a/b during breast cancer progression could in part be caused by loss of Stat5a or Stat5b protein expression, a breast tissue progression array (Material I) that included normal breast, ductal carcinoma *in situ *(DCIS), invasive ductal carcinoma (IDC), and lymph node metastases, was stained for Stat5a or Stat5b with immunofluorescence labeling and quantified with AQUA (Figure 1). Levels of Nuc-Stat5a were markedly reduced during breast cancer progression, with significant loss of Nuc-Stat5a expression in IDC (*P *< 0.001) and greatest loss in lymph node metastases (*P *< 0.001; Figure 1A, C). Interestingly, loss of Nuc-Stat5a over progression occurred in parallel with our previously reported loss of Nuc-pYStat5a/b in the same breast-progression tissue array (Figure 1C) [30]. In contrast, Nuc-Stat5b remained detectable, and levels did not change over progression (Figure 1B, C). These quantitative *in situ *data provided novel information indicating that levels of Nuc-Stat5a, but not Nuc-Stat5b, are reduced over breast cancer progression.

**Figure 1:**
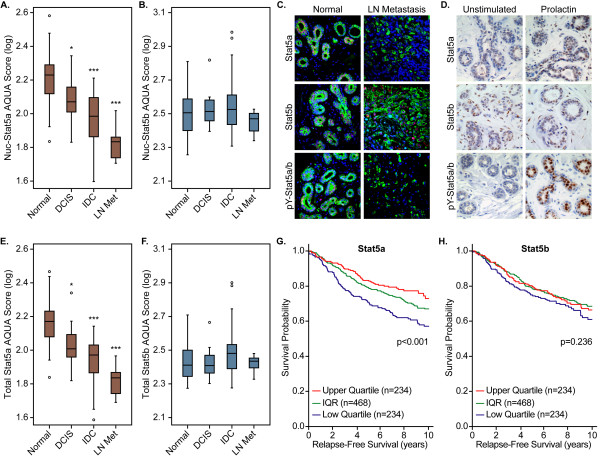
**Nuclear localization of Stat5a (Nuc-Stat5a) is lost during breast cancer progression**. **(A) **Detection of nuclear-localized Stat5a in Material I with immunofluorescence and quantified with AQUA revealed a significant reduction in Nuc-Stat5a protein in invasive ductal carcinoma (IDC; *n *= 66) and lymph node metastases (*n *= 19) when compared with normal breast tissue (*n *= 23) and ductal carcinoma *in situ *(DCIS; *n *= 18). **(B) **Levels of nuclear localized Stat5b (Nuc-Stat5b) remained unchanged between normal (*n *= 24), DCIS (*n *= 12), IDC (*n *= 67), and lymph node metastases (*n *= 13) in the same breast progression array (Material I). **(C) **Representative images of Stat5a, Stat5b, and pY-Stat5a/b detected with immunofluorescence in normal human breast tissue and lymph node metastases (Material I). Stat5a, Stat5b, pY-Stat5a/b, red (Cy5); cytokeratin, green (FITC); nuclei, blue (DAPI). **(D) **Stat5a protein (upper panels) translocated to the nucleus after *ex vivo *prolactin stimulation of human breast tissue explants, whereas prolactin induced only minimal nuclear localization of Stat5b protein (middle panels). Corresponding with enrichment of nuclear Stat5a protein in response to prolactin, tyrosine-phosphorylated Stat5a/b (pY-Stat5a/b) was induced in the nuclei of the same breast tissue after *ex vivo *stimulation with prolactin (lower panels). **(E, F) **Levels of total cellular Stat5a protein (E), but not total cellular Stat5b protein (F), were significantly reduced over breast cancer progression (Material I). **(G, H) **Stat5a mRNA expression levels in human breast tumor tissue (Material II) were associated with relapse-free survival (G), whereas Stat5b mRNA expression levels were not associated with relapse-free survival (H). Statistical differences (ANOVA, Dunnett T3 *post hoc *test) in levels of nuclear and total cellular Stat5a or Stat5b over breast cancer progression in relation to normal histologic type are indicated. ***p < 0.001; *p < 0.05. AQUA, Automated Quantitative Analysis; DCIS, ductal carcinoma *in situ*; IDC, invasive ductal carcinoma; IQR, interquartile range; LN Met, lymph node metastasis.

To verify lack of cross-reactivity between the Stat5a and Stat5b polyclonal antibodies developed to the unique C-termini of Stat5a and Stat5b [5], the two proteins were individually immunoprecipitated from SKBR3 breast cancer cell lysates and resolved by gel electrophoresis. Cross-immunoblotting with the same Stat5a-specific or Stat5b-specific antibodies demonstrated specificity of each antibody (see Additional File 1, panel A). Immunoblotting Stat5a or Stat5b immunoprecipitations with a pan-Stat5a/b antibody further confirmed specificity by detecting only single bands in each immunoprecipitation corresponding to the slightly slower-migrating Stat5a band (94 kDa) or the slightly faster migrating Stat5b band (92 KDa). Antibody specificity for detection of Stat5a or Stat5b was further extended to immunohistochemistry on formalin-fixed, paraffin-embedded tissue in the presence or absence of blocking peptides representing the unique immunogens.

Detection of Stat5a or Stat5b was reduced in peptide-competed conditions compared with control conditions (see Additional File 1, panel B). In the absence of selective phospho-tyrosine-Stat5a or phospho-tyrosine-Stat5b antibodies, levels of nuclear Stat5a or nuclear Stat5b can be measured as a proxy for tyrosine-phosphorylated, nuclear-localized and transcriptionally active protein. After *ex vivo *prolactin stimulation of viable human breast tissue explants, prolactin preferentially increased levels of Stat5a protein in the nucleus of normal luminal epithelial cells, but was less effective at enhancing nuclear levels of Stat5b protein (Figure 1D). Corresponding to enhanced levels of nuclear Stat5a in response to prolactin, tyrosine-phosphorylated Stat5a/b was highly enriched in the epithelial cell nuclei of the same prolactin-stimulated tissues (Figure 1D).

### Total cellular expression of Stat5a but not Stat5b protein is suppressed over breast cancer progression

The reduced levels of nuclear-localized Stat5a protein in invasive breast cancer and lymph node metastases are consistent with our previous reports showing a loss of Nuc-pYStat5a/b [29,30]. We previously showed that levels of the Jak2 phosphatase, PTP1B, were inversely correlated with Nuc-pYStat5a/b levels in human breast cancer and that PTP1B suppressed prolactin-induced Stat5a phosphorylation levels [43], suggesting that low levels of Nuc-pYStat5a/b in breast cancer may in part be due to reduced phosphorylation of Stat5a. To determine whether the observed reduction in Nuc-Stat5a levels could be attributed to a reduction of total cellular Stat5a protein, we quantified levels of total cellular Stat5a protein by using AQUA within the breast tissue progression array. Interestingly, total cellular levels of Stat5a protein were significantly reduced from normal epithelia to invasive and metastatic breast cancer (*P *< 0.001; Figure 1E). In contrast, total cellular Stat5b levels remained unchanged across the progression material (Figure 1F). We conclude that loss of Nuc-Stat5a in invasive breast cancer and metastases reflects, in part, loss of total cellular expression of Stat5a protein and is not simply a result of reduced tyrosine phosphorylation and nuclear translocation or due to increased nuclear exclusion of Stat5a.

### mRNA levels for Stat5a but not Stat5b are prognostic of breast cancer relapse

Tumor levels of Stat5a and Stat5b mRNA in a cohort of 936 patients with available outcome data were then interrogated to determine whether expression of Stat5a or Stat5b in primary invasive breast cancer was associated with clinical outcome. Interestingly, patients whose tumors were in the lowest quartile of Stat5a mRNA expression levels were associated with reduced time to breast cancer relapse, whereas the highest quartile of Stat5a mRNA expression levels associated with longer time to relapse (Figure 1G). However, Stat5b mRNA levels were not informative about the risk of breast cancer relapse (Figure 1H).

### Stat5a and Stat5b modulate different gene-transcription profiles in breast cancer

Despite high homology, transcript profiles were shown to differ significantly after selective knockdown of either Stat5a or Stat5b expression by using siRNA in BaF3 cells, a murine pro-B cell line [44]. In MCF-7 human breast cancer cells, expression of selected genes also differed after stable introduction of constitutively active Stat5a or Stat5b [19].

More directly and in an unbiased manner to determine the degree of overlap of immediate-early transcripts modulated by Stat5a or Stat5b in MCF-7 cells, we performed genome-wide transcript profiling after transient overexpression of Stat5a or Stat5b by using adenoviral gene delivery, followed by a brief 4-hour exposure to human prolactin. This experimental strategy avoids basal activation, because in these cells, exogenous wild-type Stat5a or Stat5b remains unphosphorylated until prolactin stimulation (see Additional File 2). 

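The signals of STAT5A and STAT5B differed between cells given Stat5a and cells given Stat5b. STAT5A (transcript cluster 8007212) had a signal of 710.1 ± 54.4 (SD, n = 3) in untreated Stat5a cells and 30.5 ± 9.82 (SD, n = 3) in untreated Stat5b cells, and after prolactin 674 ± 7.65 (SD, n = 3) and 30.5 ± 3.81 (SD, n = 3). STAT5B (transcript cluster 8015590) was at 350.5 ± 16.7 (SD, n = 3) in untreated Stat5a cells and at 499.9 ± 29.4 (SD, n = 3) in untreated Stat5b cells, and at 367 ± 4.35 (SD, n = 3) and 503 ± 10.6 (SD, n = 3) with prolactin. Between the untreated cells, STAT5A was called lower in Stat5b cells (adjusted p = 2.70e-09 from limma), where its signal was near background, so that the size of its difference depends on the number added before log2 (-4.55 to -3.04 on the log2 scale over the alternatives), and STAT5B was higher there by 0.49 (adjusted p = 1.22e-04). Whether these clusters detect the delivered transcripts only in part, or also that of the other Stat5, is not known, and the signals do not give amounts. For each gene, every array of the cells that received it lay above every array of the others. MCF-7 is an established human breast cancer line that expresses the estrogen receptor. The cells took up adenovirus at a multiplicity of infection of 40 for 90 minutes, grew for 24 hours and stayed without serum for 16 hours before prolactin at 10 nM or no hormone. Each of the 4 groups had 3 arrays, which limits the precision, and no label says that they come from separate cultures, so the p-values measure the spread between these samples. The authors' values are linear iterPLIER signals of transcript clusters, whose 25th percentile was 36.6 to 45.1 per array. Their platform annotation gave 1 gene symbol for 19460 clusters, which were averaged into 18417 genes, and 15515 of these passed the signal filter. Signals were taken as log2 after 16 was added, and 1 limma model of all 4 groups gave the prolactin effect in each kind of cell, the difference between the effects and the difference between untreated cells. Across genes, the log2 signals of arrays of 1 group correlated at 0.973 to 0.989. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and genes are called at an adjusted p under 0.05.

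**Figure D1:**
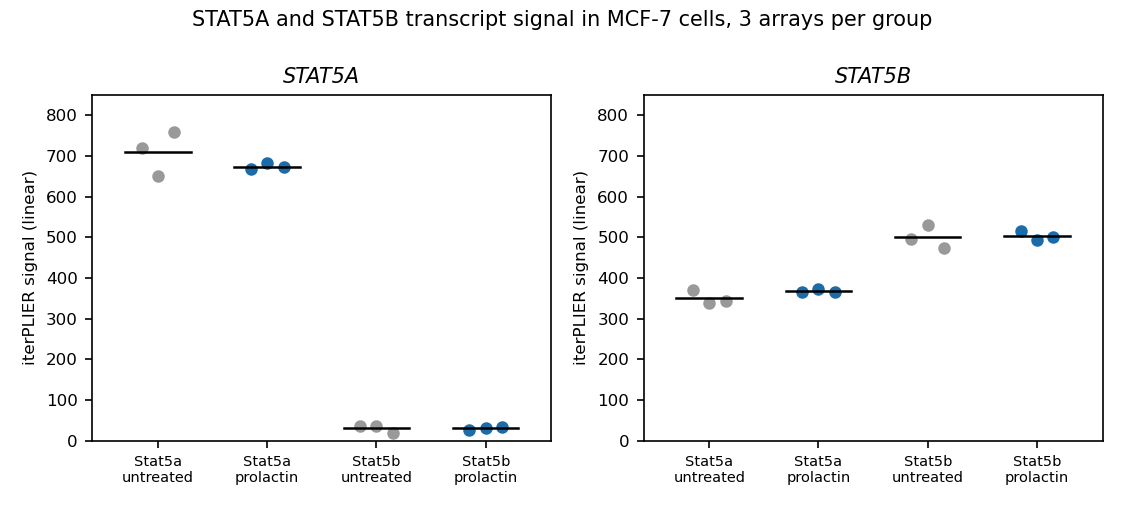
Signal of STAT5A and STAT5B (linear scale, vertical axis) on each array of the 4 groups (horizontal axis), with untreated arrays in grey, prolactin arrays in blue and the mean of each group as a black line. STAT5A lies at 651 to 758 on the arrays of untreated Stat5a cells and at 19.2 to 36.2 on those of untreated Stat5b cells.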

Consistent with divergent target genes for Stat5a and Stat5b, genome-wide transcript profiling revealed that less than 10% of the top 150 modulated genes were common (see Additional File 3).

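In cells given Stat5a, prolactin raised 15 genes and lowered 7 at an adjusted p under 0.05 from limma. CYP1B1, a cytochrome P450 that metabolizes estrogens and aromatic hydrocarbons (transcript cluster 8051583), rose from a signal of 178 ± 25.0 (SD, n = 3) to 1017 ± 60.1 (SD, n = 3), a log2 fold change of 2.42 (SE 0.10, adjusted p = 8.25e-08). CYP1A1, another enzyme induced through the aryl hydrocarbon receptor, rose by 1.24 (SE 0.18, adjusted p = 0.0213) from 13.6 ± 4.60 (SD, n = 3). S1PR1, a receptor for sphingosine 1-phosphate, rose by 1.48 (SE 0.16, adjusted p = 0.00173) from an untreated signal of 8.27 ± 6.05 (SD, n = 3), and as both untreated signals lie below the 16 added to every signal, the size of these folds depends on that number (0.60 to 1.94 and 0.66 to 2.75 over the alternatives). H4C4, a histone H4 gene of the kind expressed during DNA replication (transcript cluster 8124413), rose from 650.1 ± 73.5 (SD, n = 3) to 2018 ± 208 (SD, n = 3), a log2 fold change of 1.61 (SE 0.18, adjusted p = 0.00173). The largest fall was that of BCL6, which encodes a transcriptional repressor (transcript cluster 8092691), from 240.4 ± 16.3 (SD, n = 3) to 103 ± 7.10 (SD, n = 3), a log2 fold change of -1.11 (SE 0.10, adjusted p = 5.08e-04). The other falls were those of VLDLR, a lipoprotein receptor gene, of the cytokine gene IL20, of MINDY1 and CAPN13, which encode a deubiquitinase and a protease, of the histone demethylase gene KDM3A and of OAS1, from -0.70 to -0.50. On every one of these genes the 3 prolactin arrays lay on 1 side of the 3 untreated arrays. BCL6, CYP1B1, H4C2, H4C4 and S1PR1 passed without each of the 12 arrays in turn, whereas the count of called genes fell to 7 without Stat5a untreated replicate 2, 5 without Stat5a untreated replicate 3, 5, 6 and 8 without Stat5a prolactin replicates 1, 2 and 3, 12, 14 and 14 without Stat5b untreated replicates 1, 2 and 3, and 13 and 14 without Stat5b prolactin replicates 1 and 2. CYP1A1 had adjusted p-values of 0.0999, 0.111, 0.0946, 0.0796 and 0.0975 without the first 5 of these arrays. Without Stat5a untreated replicate 1, 15 genes were called higher and 3 lower.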

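In Stat5a cells 7 lists of genes were called by limma's camera at a preset correlation, and of these only the targets of the aryl hydrocarbon receptor were also called with an estimated correlation. Of 50 histone genes tied to DNA replication, 5 rose and 45 did not pass (16 higher when adjusted over the list alone). Beside H4C4 these were H4C2 (log2 fold change 0.98), H4C16 (0.67), H3C12 (0.63) and H4C3 (0.49), and camera, which compares a list with the other genes, put the list higher (adjusted p = 2.73e-22, adjusted p = 0.196 with an estimated correlation). Of 10 targets of the aryl hydrocarbon receptor, CYP1B1 and CYP1A1 rose and 8 did not pass (4 higher when adjusted over the list alone), and the list passed with either correlation (adjusted p = 1.09e-07, adjusted p = 0.00838 with an estimated correlation). Without the 4 of its genes in Additional file 3, a table of genes chosen by their response in these samples, that list no longer passed (adjusted p = 0.654). OAS1, an antiviral enzyme gene, fell by 0.50, and 33 of 34 interferon-stimulated genes did not pass (8 lower when adjusted over the list alone). SAMD9 and PARP9 of that list were at -0.49 and -0.46 (adjusted p = 0.178 and 0.183), and camera put it lower (adjusted p = 5.72e-05, adjusted p = 0.196 with an estimated correlation). Of 26 genes raised by low oxygen, KDM3A fell by 0.57 and 25 did not pass (10 lower and 1 higher when adjusted over the list alone), with the list lower (adjusted p = 3.68e-06, adjusted p = 0.196 with an estimated correlation). No single gene passed in limma's test in 3 lists that camera called. Among 36 genes of G2/M and mitosis 0 passed (0 higher and 19 lower at an unadjusted p under 0.05, 0 by Significance Analysis of Microarrays, 10 lower when adjusted over the list alone), with the mitotic kinase gene NEK2 at -0.48 (adjusted p = 0.136) and the phosphatase gene CDC25C at -0.67 (adjusted p = 0.145), and the list was lower (adjusted p = 2.37e-11, adjusted p = 0.402 with an estimated correlation). Among 35 genes of G1/S and DNA replication 0 passed (6 higher and 0 lower at an unadjusted p under 0.05, 0 by Significance Analysis of Microarrays, 0 when adjusted over the list alone), with E2F8 at 0.41 (adjusted p = 0.267), and the list was higher (adjusted p = 1.82e-07, adjusted p = 0.392 with an estimated correlation). Among 19 genes of cholesterol synthesis 0 passed (2 higher and 0 lower at an unadjusted p under 0.05, 0 by Significance Analysis of Microarrays, 0 when adjusted over the list alone), with INSIG1 at 0.27 (adjusted p = 0.318), and the list was higher (adjusted p = 0.00199, adjusted p = 0.506 with an estimated correlation). Of 27 STAT5 targets and cytokine feedback genes, SLC26A2 and PHLDA1 rose, BCL6 fell and 24 did not pass (5 higher and 5 lower when adjusted over the list alone). That list was not called (adjusted p = 0.906), and its median and mean log2 fold change were both -0.02 where camera's direction was up. The lists of histones, G2/M, interferon-stimulated and low-oxygen genes share 10, 8, 5 and 5 genes with Additional file 3, so these results are not independent of it.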

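In cells given Stat5b, 117 genes were raised and 26 lowered by prolactin, and the count of called genes fell to 81 and 83 without Stat5b untreated replicates 1 and 3 and to 87 and 87 without Stat5b prolactin replicates 2 and 3. EGLN3, a prolyl hydroxylase that marks hypoxia-inducible factors for degradation (transcript cluster 7978544), rose from a signal of 284 ± 11.6 (SD, n = 3) to 1548 ± 52.2 (SD, n = 3), a log2 fold change of 2.38 (SE 0.09, adjusted p = 3.52e-08 from limma). PHLDB2, which encodes a protein of cell adhesions (transcript cluster 8081590), rose by 2.22 (SE 0.10, adjusted p = 1.91e-07, 1.51 to 2.66 over the alternatives). F3, the gene of tissue factor, which starts blood clotting (transcript cluster 7917875), rose from 87.1 ± 21.8 (SD, n = 3) to 344.5 ± 37.7 (SD, n = 3), a log2 fold change of 1.82 (SE 0.17, adjusted p = 9.31e-05). CYP26B1, an enzyme that breaks down retinoic acid, rose by 1.69 (1.10 to 2.06 over the alternatives), the phosphatase PTPRE by 1.51 (1.01 to 1.81), the laminin receptor subunit ITGA6 by 1.37, and FAM83A, PWWP3B, LPAR6, YPEL2 and PKP2 by 1.22 to 1.49. The untreated signals of PHLDB2, CYP26B1 and PTPRE were near background, so that the size of their folds depends on the number added before log2. The largest falls were those of ADAMTS9, a protease that cleaves the extracellular matrix, by 1.03, of BCL6 by 0.98, of PPP1R3C, a regulator of glycogen synthesis, by 0.98 and of PCDH19, a protocadherin, by 0.88. FSTL4, the endothelin gene EDN1, LMO3, RASD1, C14orf132 and TRERF1 fell by 0.87 to 0.61. Over the alternatives the calls of PCDH19, TRERF1, RASD1 and C14orf132 held in 13, 15, 22 and 26 of 27 and that of LMO3 in 19 of 26. Those of FSTL4 and EDN1 held in all. With replicate number as a block within each kind of cell, PCDH19 and TRERF1 were no longer called (adjusted p = 0.0690 and 0.0554). Of 27 STAT5 targets and cytokine feedback genes, 7 rose, 2 fell and 18 did not pass (10 higher and 2 lower when adjusted over the list alone). The feedback inhibitors CISH, SOCS2 and SOCS1 rose by 1.06, 1.14 and 0.70, ELF5, a transcription factor of the mammary alveolus, by 0.76, SLC26A2 and PHLDA1 by 0.51 and 0.53, and EGLN3 was the other gene that rose, while BCL6 and TSC22D3 fell. The list was higher with either correlation (adjusted p = 1.33e-05 from camera, adjusted p = 0.0177 with an estimated correlation), but not without the 8 genes it shares with Additional file 3 (adjusted p = 0.0832). Those genes were chosen by their response in these samples, so a loss without them was likely beforehand. Of 27 growth factor and cytokine receptors and ligands, IGFBP3, IL1R1, OSMR, LIFR and TNFRSF21 rose, CXCL12 fell and 21 did not pass (6 higher and 3 lower when adjusted over the list alone), with the list higher (adjusted p = 0.0445, adjusted p = 0.524 with an estimated correlation). TSC22D3, a glucocorticoid-induced gene, was the 1 of 18 genes of the glucocorticoid and circadian list to fall (-0.56), and 17 did not pass (3 lower when adjusted over the list alone), with the list lower (adjusted p = 0.0247, adjusted p = 0.524 with an estimated correlation). PLK2, a kinase gene, was the 1 of 21 p53 targets to fall (-0.54), and 20 did not pass (2 lower when adjusted over the list alone), with CDKN1A at -0.36 (adjusted p = 0.186) and the list lower (adjusted p = 0.0247, adjusted p = 0.600 with an estimated correlation). These last 3 lists were not called with that block (adjusted p = 0.0732, 0.0676 and 0.0676), and the count of called lists was 1 with it, 1 without Stat5b untreated replicate 2, 2 without Stat5b prolactin replicate 1, 1 without Stat5b prolactin replicate 2 and 2 without Stat5b prolactin replicate 3.

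**Figure D2:**
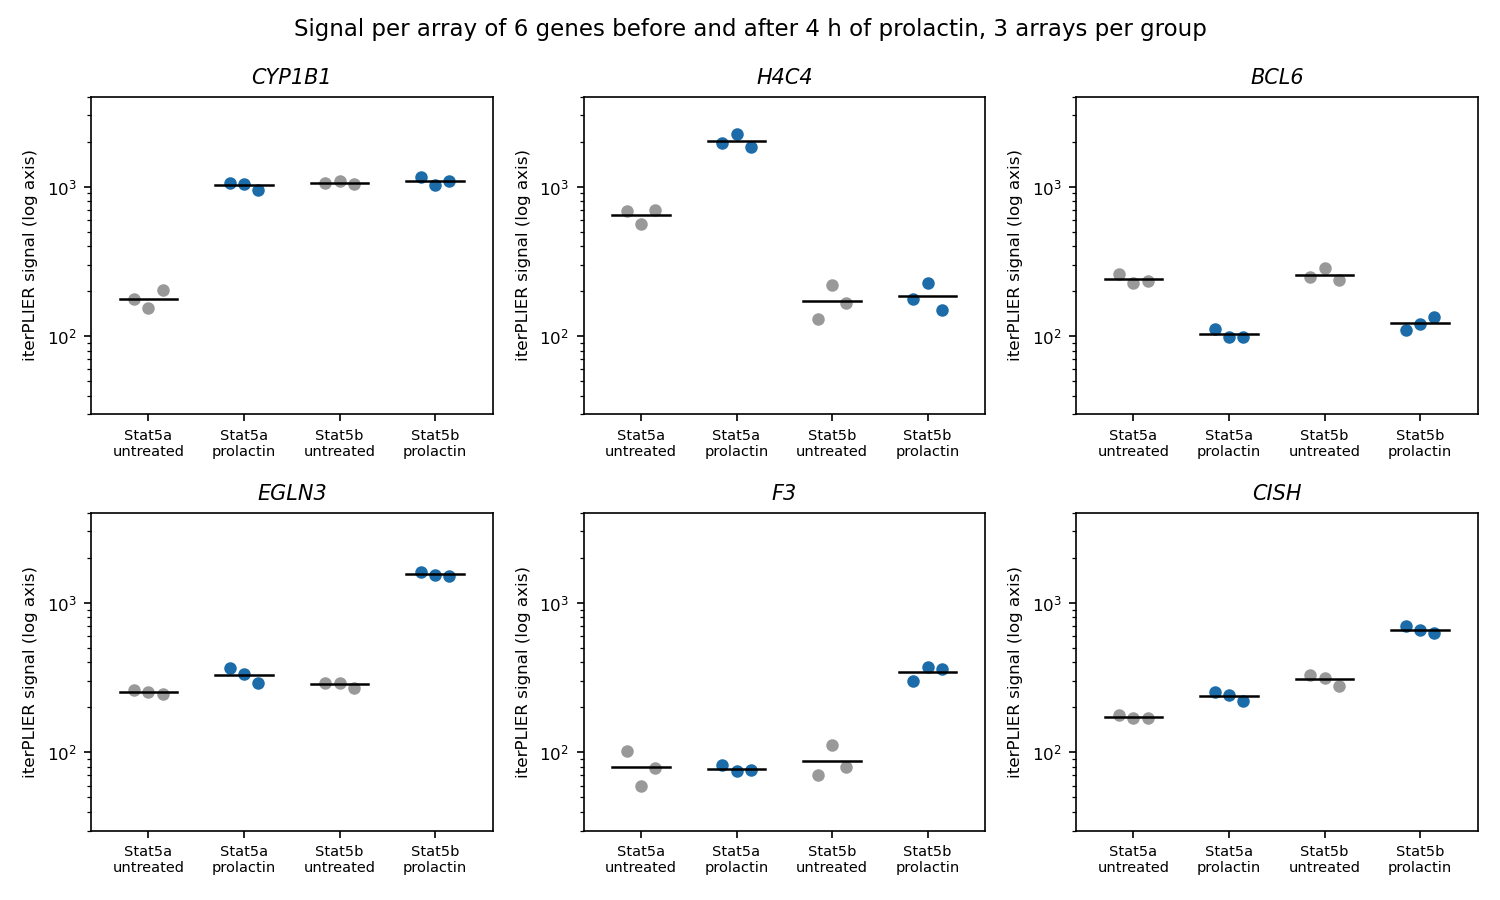
Signal of CYP1B1, H4C4, BCL6, EGLN3, F3 and CISH (log scale, vertical axis) on each array of the 4 groups (horizontal axis), with untreated arrays in grey, prolactin arrays in blue and the mean of each group as a black line. CYP1B1 is at 1059 ± 22.7 (SD, n = 3) in untreated Stat5b cells, and CISH goes from 307 ± 25.5 (SD, n = 3) to 659 ± 34.6 (SD, n = 3) in those cells.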

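The 150 genes ranked highest in each kind of cell had 16 genes in common, or 10.7%. These were BCL6, PHLDA1, SLC26A2, VTCN1, FAT4, PGR, CISH, FN1, ADAMTS9, SOX2, PHLDB2, SHC4, TAF4B, KRT80, SH3RF1 and TENT5C, and 15 of them had the same sign in both kinds of cells. ADAMTS9 went the other way, at 0.49 in Stat5a cells (adjusted p = 0.169 from limma) and -1.03 in Stat5b cells (adjusted p = 4.67e-04). BCL6, a repressor that STAT5 itself represses, PHLDA1, SLC26A2, a sulfate transporter, and VTCN1, an inhibitor of T cells, were called in both. PHLDA1 rose by 0.61 (adjusted p = 0.0318) in Stat5a cells, SLC26A2 by 0.57 (adjusted p = 0.0397) and VTCN1 by 0.67 (adjusted p = 0.0406), and VTCN1 rose by 0.91 (adjusted p = 0.00119) in Stat5b cells. CISH had a log2 fold change of 0.43 (adjusted p = 0.1185) in Stat5a cells, PHLDB2 one of 0.44 (adjusted p = 0.178) and the keratin gene KRT80 one of -0.41 (adjusted p = 0.186), and KRT80 fell by 0.58 (adjusted p = 0.0138) in Stat5b cells. Among 15515 genes, 150 and 150 drawn at random would share 1.45 (one-sided Fisher's exact test, which treats genes as independent, p = 1.17e-12), and the 4 genes called in both compare with 0.203 (p = 4.45e-05). When the arrays of each kind of cell were regrouped, 4 of 100 groupings reached 16 common genes, the real one included. Of the 40 that part same-numbered Stat5b arrays, 3 did, again with the real one, and the others hold the same regrouping of the Stat5a arrays. The restriction to these 40 was chosen after the results were seen. Chance can therefore not be excluded for this overlap. The genes called in both were 1 with replicate number as a block within each kind of cell and 1 without each of Stat5a untreated replicates 2 and 3, Stat5a prolactin replicates 1, 2 and 3, Stat5b untreated replicate 1 and Stat5b prolactin replicate 3, as the calls of PHLDA1, SLC26A2 and VTCN1 in Stat5a cells were lost without single arrays (adjusted p up to 0.196, 0.229 and 0.229). The count was 2 without each of Stat5b untreated replicates 2 and 3 and Stat5b prolactin replicate 1. The ranking was by p among genes with a fold change of at least 1.25, and of the ranked genes 22 in Stat5a cells and 143 in Stat5b cells were called, up to adjusted p-values of 0.211 and 0.0554 for the lowest ranked. The count of common genes was 9 without Stat5a untreated replicate 2, 9 without Stat5a prolactin replicate 1 and 7 when genes were ranked by absolute log2 fold change. Ranked by Significance Analysis of Microarrays, the test of the paper's methods, it was 13, or 8.67%. Over the alternatives with lists of 150 genes it reached 19 at most. The paper reports that less than 10% of the top 150 genes were common, which it relates to divergent target genes for Stat5a and Stat5b (Additional file 3).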

### Nuclear localized Stat5a is an independent marker of prognosis in node-negative breast cancer

Based on our observations that Stat5a but not Stat5b mRNA levels correlated with breast cancer outcome and that Stat5a protein is selectively reduced over breast cancer progression, we evaluated Stat5a protein levels with immunohistochemistry in formalin-fixed, paraffin-embedded archival breast tumor tissues with clinical outcome. We first evaluated expression of Nuc-Stat5a by using DAB-IHC on whole tissue sections in node-negative breast cancer from patients who did not receive any systemic adjuvant treatment (Material III). Survival analyses evaluated time to recurrence (TTR) and cancer-specific survival (CSS). Low levels of Nuc-Stat5a were associated with increased risk of breast cancer recurrence (TTR; log-rank, *P *= 0.003; *n *= 223; Figure 2A; univariate Weibull regression hazard ratio (HR) = 2.60 (1.36, 4.96), *P *= 0.004; *n *= 218, see Additional File 4). Importantly, low expression of Nuc-Stat5a also was associated with poor breast cancer-specific survival (CSS; log-rank *P *= 0.007; *n *= 223, Figure 2B; univariate Weibull regression HR = 2.35 (1.20, 4.58); *P *= 0.012; *n *= 218; Table 2). To validate these data, we analyzed levels of Nuc-Stat5a with immunofluorescence and quantified expression with AQUA in a tissue microarray from an independent cohort of adjuvant therapy-naïve, node-negative breast cancer patients (Material IV). Low levels of Nuc-Stat5a (Figure 2C) predicted poor breast cancer survival in Material IV (CSS; log-rank *P *= 0.021; *n *= 239, Figure 2D; univariate Weibull regression HR = 2.13 (1.01, 4.49), *P *= 0.047; *n *= 190, Table 2). TTR data were not available for Material IV.

**Figure 2:**
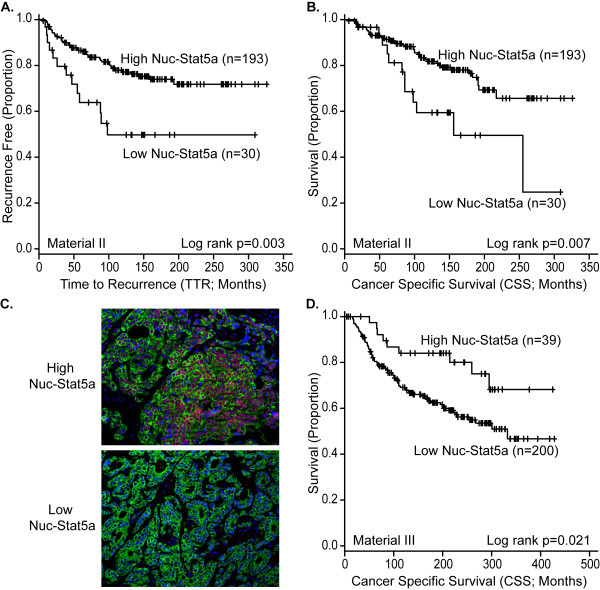
**Loss of nuclear Stat5a (Nuc-Stat5a) predicts unfavorable breast cancer prognosis**. **(A, B) **Nuclear localization of Stat5a was detected with standard DAB IHC and pathologist review of whole-tissue sections in Material III. Kaplan-Meier analysis indicated that patients with low levels of Nuc-Stat5a had **(A) **reduced time-to-recurrence (TTR) of breast cancer and (B) poor breast cancer-specific survival (CSS). **(C, D) **Nuclear localization of immunofluorescently labeled Stat5a was quantified by AQUA analysis in a tissue microarray of node-negative breast cancer. (C) Representative immunofluorescent images of high and low Stat5a expression in invasive ductal carcinoma. (D) Quantitation of nuclear levels of Stat5a by AQUA revealed by Kaplan-Meier analysis that loss of Nuc-Stat5a is prognostic of poor breast cancer-specific survival (CSS) in Material IV. Censored cases (+) and number of patients per group are indicated.

**Table 2:** Univariate and multivariate survival analyses of breast cancer-specific survival (CSS) in Materials III and IV

Material III CSS (*n *= 218)			Multivariate adjusted (Weibull)		Univariate unadjusted (Weibull)	
Variable		*n*	Hazard ratio (95% CI)	*P *value	Hazard ratio (95% CI)	*P *value
Grade	1	57	1	-	1	-
	2	95	1.01 (0.45 to 2.26)	0.977	1.33 (0.62 to 2.85)	0.472
	3	66	1.59 (0.65 to 3.87)	0.306	1.90 (0.88 to 4.08)	0.102

Size	< 2 cm	108	1	-	1	-
	2 to ≥ 5 cm	101	1.59 (0.82 to 3.08)	0.166	1.88 (1.03 to 3.45)	0.041
	> 5 cm	9	2.38 (0.74 to 7.60)	0.145	2.86 (0.94 to 8.76)	0.065

ER/PR status	Neg	43	1	-	1	-
	Pos	175	1.49 (0.68 to 3.26)	0.321	0.87 (0.45 to 1.70)	0.688

Stat5a	Low (0)	30	2.34 (1.16 to 4.71)	0.018	2.35 (1.20 to 4.58)	0.012
	High (> 0)	188	1	-	1	-

Global test for PH assumption: χ^2 ^(4) = 17.18; *P *= 0.0018.						

**Material IV CSS (*n *= 190)**			**Multivariate adjusted (Weibull)**		**Univariate unadjusted (Weibull)**	
**Variable**		***n***	**Hazard ratio (95% CI)**	***P *value**	**Hazard ratio (95% CI)**	***P *value**

Grade	1	42	1	-	1	-
	2	110	1.55 (0.84 to 2.84)	0.162	1.42 (0.77 to 2.59)	0.258
	3	38	1.11 (0.50 to 2.47)	0.797	1.10 (0.52 to 2.35)	0.801

Size	< 2 cm	71	1	-	1	-
	2 to ≥5 cm	98	2.10 (1.19 to 3.72)	0.011	2.01 (1.14 to 3.55)	0.016
	≥5 cm	21	3.48 (1.61 to 7.54)	0.002	3.09 (1.45 to 6.58)	0.004

ER/PR status	Neg	41	1	-	1	-
	Pos	149	0.93 (0.49 to 1.75)	0.824	0.91 (0.52 to 1.59)	0.738

Her2 status	Neg	166	1	-	1	-
	Pos	24	1.02 (0.47 to 2.20)	0.963	0.97 (0.48 to 1.96)	0.939

Stat5a	Low (< 881)	158	2.15 (1.02 to 4.55)	0.045	2.13 (1.01 to 4.49)	0.047
	High (≥881)	32	1	-	1	-

Global test for PH assumption: χ^2^(5) = 10.05; *P *= 0.074.

Nuc-Stat5a remained an independent marker of disease prognosis in multivariate analyses in both Materials III and IV. When adjusting for standard clinical and pathologic markers in Material III, patients with low Nuc-Stat5a had an adjusted 2.5-fold increased risk of disease recurrence (TTR; multivariate Weibull regression HR = 2.55 (1.31, 4.98), *P *= 0.006; *n *= 218, Additional File 4) and a 2.3-fold greater risk of dying of breast cancer (CSS; multivariate Weibull regression HR = 2.34 (1.16, 4.71), *P *= 0.018; *n *= 218; Table 2). Likewise, in Material IV, AQUA-quantified Nuc-Stat5a was an independent prognostic indicator of breast cancer-specific survival, as reflected in a 2.2-fold increased risk of death (CSS; multivariate Weibull regression HR = 2.15 (1.02, 4.55), *P *= 0.045; *n *= 190; Table 2). We found comparable effect sizes in two separate cohorts and by two analytic approaches, and conclude that Nuc-Stat5a is an independent prognostic marker of outcome in patients with lymph node-negative breast cancer.

When patients who received radiation therapy were excluded from these analyses, smaller sample sizes limited the power, but effect sizes associated with Nuc-Stat5a were unchanged. Further, Nuc-Stat5a remained an independent marker of prognosis when radiation therapy was included in multivariate analyses (data not shown).

### Loss of nuclear Stat5a is associated with unfavorable outcome in antiestrogen-treated breast cancer patients

To determine whether Nuc-Stat5a may be a predictor of outcome in patients treated with antiestrogen therapy, we first analyzed Nuc-Stat5a expression levels by DAB-IHC and pathologist scoring of whole tissue sections from a cohort of node-negative breast cancer patients who received adjuvant antiestrogens and did not receive chemotherapy (Material V). The absence of detectable Nuc-Stat5a in these tumors indicated a significantly increased risk of breast cancer-specific death (CSS; log-rank *P *< 0.001; *n *= 73; Figure 3A; univariate Cox regression HR = 6.73 (1.88, 24.05); *P *= 0.003; *n *= 73). Patients with undetectable Nuc-Stat5a were also at an increased risk of breast cancer recurrence (TTR; log-rank *P *= 0.003; *n *= 73; Figure 3B; univariate Cox regression HR = 5.08 (1.52, 17.01); *P *= 0.008; *n *= 73). Multivariate analysis of this cohort revealed that Nuc-Stat5a remained an independent marker of patient outcome after adjustment for other tumor parameters both by CSS (multivariate Cox regression HR = 4.19 (1.13, 15.48); *P *= 0.032; *n *= 73) and by TTR (multivariate Cox regression HR = 4.27 (1.20, 15.19); *P *= 0.025; *n *= 73). ER/PR status was not included in the multivariate model because only one tumor was ER/PR negative.

**Figure 3:**
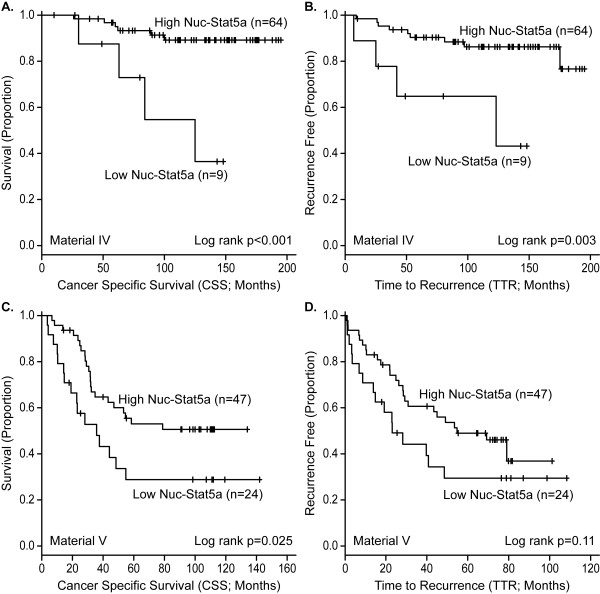
**Low levels of nuclear Stat5a (Nuc-Stat5a) predict poor response to antiestrogen therapy**. **(A, B) **Nuc-Stat5a was detected by DAB-chromogen IHC and pathologist scoring of whole-tissue sections from node-negative breast cancer patients treated with antiestrogen monotherapy (Material V). The lack of nuclear localization of Stat5a predicted (A) poor breast cancer-specific survival (CSS) and (B) reduced time-to-recurrence (TTR) of breast cancer. **(C, D) **Nuc-Stat5a expression levels were measured with immunofluorescence and quantified with AQUA in node-negative and -positive breast cancer patients treated with antiestrogen monotherapy (Material VI). Low levels of Nuc-Stat5a were predictive of (C) poor cancer-specific survival (CSS) and (D) reduced TTR of breast cancer. Kaplan-Meier plots with censored cases (+) and number of patients per group indicated.

Analysis of Nuc-Stat5a expression as a function of survival was then performed in an independent tissue microarray of tumors, which included those from both node-negative and node-positive patients who were also treated exclusively with antiestrogen monotherapy (Material VI). Nuc-Stat5a was detected with immunofluorescence and quantified with AQUA. Patients whose tumors expressed low levels of Nuc-Stat5a were at markedly increased risk of antiestrogen treatment failure in this independent material. Risk of death of breast cancer was significantly increased in patients with low levels of Nuc-Stat5a (CSS log-rank *P *= 0.025; *n *= 71; Figure 3C; univariate Cox regression HR = 2.75 (1.33, 5.69); *P *= 0.006; *n *= 55; Table 3). Univariate Cox regression also revealed a significant increased risk of breast cancer recurrence in these patients (TTR univariate Cox regression HR = 2.15 (1.06, 4.35); *P *= 0.033; *n *= 55), although despite a clear separation of Kaplan-Meier curves, log-rank analysis did not reach statistical significance (TTR log-rank *P *= 0.11; *n *= 71; Figure 3D). In multivariate analysis adjusting for tumor size, tumor grade, lymph node status, ER/PR status, and Her2 overexpression, Nuc-Stat5a remained an independent marker of survival in Material VI, predicting a fivefold increased risk of breast cancer-related death (CSS; multivariate Cox regression HR = 4.95 (1.87, 13.06); *P *= 0.001; *n *= 55; Table 3). Positive node status (CSS; multivariate Cox regression HR = 4.72 (1.90, 11.74); *P *< 0.001; *n *= 55) and tumor size (CSS; multivariate Cox regression tumor size 2 to < 5 cm; HR = 3.51 (1.26, 9.74); *P *= 0.016 and tumor size ≥5 cm; HR = 8.54 (1.92, 37.94); *P *= 0.005; *n *= 55) were also independent predictors of survival (Table 3). Although tumors with low Nuc-Stat5a trended toward earlier breast cancer recurrence, TTR did not reach statistical significance in multivariate analysis of Material VI (TTR; multivariate Cox regression HR = 2.14 (0.89, 5.12); *P *= 0.087; *n *= 55). Collectively, based on two independent cohorts of patients treated with antiestrogen therapy alone, low levels of Nuc-Stat5a were in both cohorts associated with elevated risk of failure of antiestrogen treatment. These initial studies justify further analysis of Nuc-Stat5a as a potentially clinically useful measurement of response to antiestrogen therapy.

**Table 3:** Univariate and multivariate Cox regression survival analysis of breast cancer-specific survival (CSS) and time to recurrence (TTR) as a function of Nuc-Stat5a in breast cancer patients treated with antiestrogen monotherapy (Materials V and VI)

Material V CSS (*n *= 73)			Multivariate adjusted (Cox)		Univariate unadjusted (Cox)	
Variable		*n*	Hazard ratio (95% CI)	*P *value	Hazard ratio (95% CI)	*P *value
Grade	1	17	1	-	1	-
	2	43	3.42 (0.42 to 27.87)	0.251	3.74 (0.46 to 30.52)	0.218
	3	13	2.60 (0.23 to 29.30)	0.438	3.32 (0.30 to 36.66)	0.327

Size	< 2 cm	40	1	-	1	-
	≥2 to ≥5 cm	33	4.29 (0.86 to 21.38)	0.075	5.79 (1.23 to 27.26)	0.026

Stat5a	Low (0)	9	4.19 (1.13 to 15.48)	0.032	6.73 (1.88 to 24.05)	0.003
	High (> 0)	64	1	-	1	-

Global test for PH assumption: χ^2^(3) = 1.67; *P *= 0.64.						

**Material V TTR (*n *= 73)**			**Multivariate adjusted (Cox)**		**Univariate unadjusted (Cox)**	
**Variable**		***n***	**Hazard ratio (95% CI)**	***P *value**	**Hazard ratio (95% CI)**	***P *value**

Grade	1	17	1		1	
	2	43	1.20 (0.30 to 4.81)	0.794	1.27 (0.32 to 5.04)	0.729
	3	13	1.59 (0.31 to 8.22)	0.581	1.87 (0.37 to 9.39)	0.448

Size	< 2 cm	40	1		1	
	≥2 to ≥5 cm	33	1.63 (0.49 to 5.43)	0.429	2.24 (0.73 to 6.86)	0.158

Stat5a	Low (0)	9	4.27 (1.20 to 15.19)	0.025	5.08 (1.52 to 17.01)	0.008
	High (> 0)	64	1		1	

Global test for PH assumption: χ^2^(3) = 1.47; *P *= 0.69.						

**Material VI CSS (*n *= 55)**			**Multivariate adjusted (Cox)**		**Univariate unadjusted (Cox)**	
**Variable**		***n***	**Hazard ratio (95% CI)**	***P *value**	**Hazard ratio (95% CI)**	***P *value**

Grade	1	8	1	-	1	-
	2	28	3.48 (0.91 to 13.31)	0.068	1.11 (0.36 to 3.41)	0.855
	3	19	2.83 (0.65 to 12.28)	0.164	2.25 (0.73 to 6.91)	0.158

Size	< 2 cm	24	1	-	1	-
	2 to ≥5 cm	26	3.51 (1.26 to 9.74)	0.016	4.22 (1.76 to 10.13)	0.001
	≥5 cm	5	8.54 (1.92 to 37.94)	0.005	6.94 (2.01 to 24.00)	0.002

LN status	Neg	29	1	-	1	-
	Pos	26	4.72 (1.90 to 11.74)	< 0.001	4.30 (1.98 to 9.33)	< 0.001

ER/PR status	Neg	8	1	-	1	-
	Pos	47	0.73 (0.22 to 2.38)	0.597	0.37 (0.16 to 0.86)	0.021

Her2 status	Neg	48	1	-	1	-
	Pos	7	2.87 (0.92 to 8.96)	0.070	3.07 (1.23 to 7.63)	0.016

Stat5a	Low (< 1,454)	16	4.95 (1.87 to 13.06)	0.001	2.75 (1.33 to 5.69)	0.006
	High (≥1,454)	39	1	-	1	-

Global test for PH assumption: χ^2^(6) = 3.19; *P *= 0.78.						

**Material VI TTR (*n *= 55)**			**Multivariate adjusted (Cox)**		**Univariate unadjusted (Cox)**	
**Variable**		***n***	**Hazard ratio (95% CI)**	***P *value**	**Hazard ratio (95% CI)**	***P *value**

Grade	1	8	1	-	1	-
	2	28	1.17 (0.37 to 3.72)	0.794	0.87 (0.31 to 2.41)	0.783
	3	19	1.24 (0.33 to 4.68)	0.746	1.98 (0.71 to 5.55)	0.191

Size	< 2 cm	24	1	-	1	-
	2 to ≥5 cm	26	3.38 (1.30 to 8.80)	0.013	3.75 (1.67 to 8.43)	0.001
	≥5 cm	5	8.17 (2.26 to 29.50)	0.001	6.91 (2.27 to 21.06)	< 0.001

LN status	Neg	29	1	-	1	-
	Pos	26	3.46 (1.57 to 7.64)	0.002	3.42 (1.67 to 7.01)	< 0.001

ER/PR status	Neg	8	1	-	1	-
	Pos	47	0.51 (0.17 to 1.48)	0.214	0.30 (0.13 to 0.68)	0.004

Her2 status	Neg	48	1	-	1	-
	Pos	7	3.35 (1.13 to 9.93)	0.029	3.06 (1.24 to 7.56)	0.015

Stat5a	Low (< 1,454)	16	2.14 (0.89 to 5.12)	0.087	2.15 (1.06 to 4.35)	0.033
	High (≥1,454)	39	1	-	1	-

Global test for PH assumption: χ^2^(6) = 4.67; *P *= 0.59. CI, confidence interval; ER/PR status, estrogen or progesterone receptor positive; HR, hazard ratio; LN status, lymph node status.

## Discussion

The present study used quantitative *in situ *analysis to reveal for the first time a significant reduction in total cellular and nuclear Stat5a protein levels in invasive breast cancer and lymph node metastases compared with normal breast epithelia and DCIS. In contrast, Stat5b protein levels remained unchanged, suggesting divergent expression and involvement of Stat5a and Stat5b during breast cancer progression. 

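In MCF-7 cells given Stat5a or Stat5b, 55 of 15515 genes differed between the cells in their response to prolactin at an adjusted p under 0.05 from limma. When the arrays were regrouped, 4 of 100 groupings gave as many genes, the real one included. Of the 40 that part same-numbered Stat5b arrays, 2 did, which leaves chance open. Before prolactin 71.5% of the genes tested already differed between these cells, and a batch that goes with the virus cannot be told apart from it. CYP1B1, an enzyme of estrogen metabolism, had a log2 fold change with prolactin lower by 2.38 in Stat5b cells than in Stat5a cells (-2.38, SE 0.14, adjusted p = 7.27e-06), and CYP1A1 differed by -1.73 (adjusted p = 0.0107, -2.56 to -0.89 over the alternatives). EGLN3, the prolyl hydroxylase, responded more in Stat5b cells by 2.03 (SE 0.13, adjusted p = 9.38e-06), the tissue factor gene F3 by 1.83 (SE 0.24, adjusted p = 0.00467) and PHLDB2 by 1.78 (adjusted p = 1.26e-04, 1.28 to 2.03 over the alternatives). In Stat5a cells EGLN3 went from a signal of 253.5 ± 8.18 (SD, n = 3) to 330.0 ± 39.2 (SD, n = 3) and F3 from 79.6 ± 21.2 (SD, n = 3) to 77.8 ± 4.36 (SD, n = 3). LRP2, an endocytic receptor gene, differed by 1.60 (0.83 to 2.41), PTPRE by 1.51 (1.01 to 1.82), PCDH19 by -1.53 (-1.79 to -1.10) and ADAMTS9 by -1.52 (-1.76 to -1.07). The histone gene H4C4 differed by -1.51. Ranges over the alternatives are given for genes with signals near background in 1 or more groups, whose sizes depend on the number added before log2. CYP1B1, CYP1A1, EGLN3, F3, PHLDB2 and ADAMTS9 passed without each of the 12 arrays in turn, whereas the others were lost without single arrays, LRP2 (adjusted p up to 0.0562) and PTPRE (0.0698) among others without Stat5b prolactin replicate 3, PCDH19 (0.0808) without Stat5a prolactin replicate 3 and H4C4 (0.0677) without Stat5a prolactin replicate 2. The count of called differences was 24 without Stat5a untreated replicate 3, 25 and 26 without Stat5a prolactin replicates 2 and 3, 30 without Stat5b untreated replicate 3 and 24 without Stat5b prolactin replicate 3. Of the called genes, 40 had the higher log2 fold change in Stat5b cells and 15 the lower. The difference was called in 9 of the 22 genes called for prolactin in Stat5a cells and in 43 of the 143 called in Stat5b cells. STAT5 targets and cytokine feedback genes, such as EGLN3, responded more in Stat5b cells, with 1 of 27 called, 26 not passing and 8 higher when adjusted over the list alone (adjusted p = 4.67e-05 from camera, adjusted p = 0.0191 with an estimated correlation). Targets of the aryl hydrocarbon receptor responded less there, with CYP1A1 and CYP1B1 called, 8 of 10 not passing and 3 lower when adjusted over the list alone (adjusted p = 4.65e-07, adjusted p = 0.0113 with an estimated correlation, adjusted p = 0.637 without its 4 genes of Additional file 3). In untreated Stat5b cells both genes were already at or past the mean they had in Stat5a cells after prolactin (10.07 and 10.01 on the log2 scale for CYP1B1, 6.38 and 6.11 for CYP1A1). H4C2, H4C4 and H4C16 were the called genes among 50 histone genes, with 47 not passing and 11 lower when adjusted over the list alone (adjusted p = 4.73e-18, adjusted p = 0.224 with an estimated correlation). EGLN3 and EPAS1 were those among 26 low-oxygen genes, with 24 not passing and 3 higher when adjusted over the list alone (adjusted p = 0.00222, adjusted p = 0.387 with an estimated correlation, adjusted p = 0.656 without its genes of Additional file 3). Genes of G2/M responded higher in Stat5b cells as a list (adjusted p = 2.30e-07, adjusted p = 0.460 with an estimated correlation), with 0 of 36 called (9 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). Those of G1/S (adjusted p = 3.18e-05, adjusted p = 0.421 with an estimated correlation) and of cholesterol synthesis (adjusted p = 3.93e-04, adjusted p = 0.387 with an estimated correlation) responded lower, with 0 of 35 and 0 of 19 called (3 and 3 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone). Across genes, which are not independent replicates, the log2 fold changes of the cells correlated at r = 0.160 over all genes (jackknife SE 0.170) and at r = 0.197 over the 284 genes of either top list (jackknife SE 0.175).

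**Figure D3:**
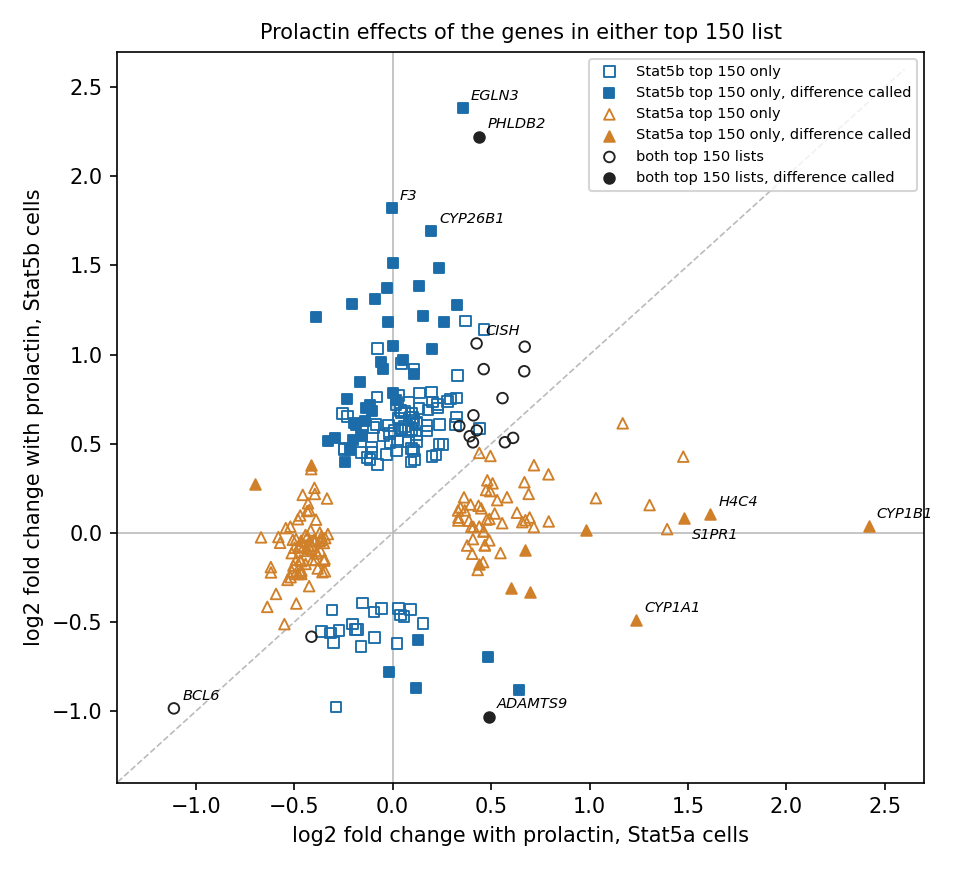
Log2 fold change with prolactin in Stat5a cells (horizontal axis) and in Stat5b cells (vertical axis) of the 284 genes among the 150 ranked highest in either kind of cell, as triangles for the Stat5a list alone, squares for the Stat5b list alone and circles for the 16 genes in both. Filled symbols are the 54 genes with a called difference between the effects, and the dashed line marks equal effects.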

Consistent with the notion of distinct roles in human breast cancer, experimental hyperactivation of transcription factors Stat5a or Stat5b independently in MCF-7 breast cancer cells revealed only limited overlap between Stat5a- and Stat5b-responsive genes. Likewise, low mRNA expression for Stat5a but not Stat5b correlated with poor prognosis in a cohort of more than 900 patients. *In situ *analysis of two separate cohorts totaling more than 500 patients with therapy-naïve, lymph node-negative breast cancer identified low levels of nuclear localized Stat5a (Nuc-Stat5a) protein as an independent marker of poor prognosis. In both of these patient cohorts, reduced levels of Nuc-Stat5a protein were associated with greater than twofold increased risk of death of breast cancer after adjustment for other clinical parameters in multivariate analyses.

Analysis of tumors from a second pair of independent cohorts of patients, who had received adjuvant antiestrogen monotherapy, identified loss of Nuc-Stat5a protein as an independent marker associated with greater than fourfold increased risk of death from breast cancer in this population.

A general shortcoming of previous studies of Stat5 expression in breast cancer has been the lack of analytic distinction of Stat5a from the highly homologous Stat5b. Our novel observations suggest a selective loss of Stat5a protein during breast cancer progression, representing a newly defined mechanism to explain partially the observed frequent loss of Nuc-pYStat5a/b during breast cancer progression [29,30]. Alternative but not mutually exclusive mechanisms recently reported include disruption of Stat5a/b phosphorylation during breast cancer progression through upregulation of the Jak2 tyrosine phosphatase, PTP1B [43], or inhibitory signaling to Stat5 by the truncated ERBB2 isoform, p100-t-ERBB2 [45]. Importantly, loss of Stat5a protein may also be a consequence of reduced Stat5a activation because numerous putative Stat5a response elements occur within the *Stat5a *gene promoter [46], a possibility that will be explored in future studies.

The favorable prognosis associated with continued expression and nuclear localization of Stat5a in invasive breast cancer supports the hypothesis drawn from *in vitro *studies that, despite a potential role in tumor initiation, Stat5a signaling is important for maintaining tumor differentiation and suppressing disease progression in established human breast cancer [11,12,20,21]. Interestingly, the transcription factor NFAT1 exerts actions opposite to Stat5 in breast cancer by inhibiting tumor growth while promoting metastasis [47,48]. NFAT1 displayed reciprocal negative crosstalk with Stat5, and NFAT levels were inversely correlated with Stat5 levels in human breast cancer [49]. Additionally, the new outcome data help clarify previous immunohistochemical reports documenting prognostic and antiestrogen response-predictive associations of nuclear localized, tyrosine phosphorylated Stat5a/b (Nuc-pYStat5a/b) [29,30] or cellular Stat5 [31]. Considering that as many as one third of patients with ER-positive breast cancer develop resistance to antiestrogen therapy and relapse [50,51], identification of patients with increased risk of therapy failure for stratification into more aggressive therapies is also essential. Many strategies have been proposed to identify patients with therapy-resistant tumors, including PCR-based assays, gene-expression profiling, or immunohistochemical detection of biomarkers such as Her2, EGFR, IGF-IR, PR, p27, AIB1, IRS-1, caveolin-1, retinoblastoma tumor suppressor, and nuclear localized and tyrosine phosphorylated Stat5a/b [30,38,51-55]. Interestingly, Nuc-Stat5a remained an independent marker of prognosis and response to antiestrogen therapy when other putative markers of antiestrogen responsiveness, such as Her2 (Table 3), PR (Table 3) or Ki67 (data not shown), were included in multivariate analyses, and levels of Nuc-Stat5a did not correlate with Her2 or Ki67 expression (data not shown). Molecular mechanistic studies *in vivo *will be needed to determine whether causal mechanisms exist by which Stat5a affects tumor responsiveness to antiestrogen therapy.

Although the new data provide clarity about Stat5a and Stat5b in breast cancer, several limitations of this study exist. The present study focused on Stat5a and Stat5b expression in normal and malignant cells, but it will be important in future work to include analyses of expression of Stat5a and Stat5b in stromal tumor cells. A combination of quantitative analysis of fluorescent immunolabeling and standard pathologist-based scoring of DAB-chromogen staining was used. More robust data will come from future inclusion of additional cases and further standardized assay conditions, including development of assays for absolute quantification of Stat5a and Stat5b proteins in cellular compartments within the tumors, as has been achieved for other proteins [56]. Furthermore, optimal cutpoints for high and low Stat5a, derived by an objective method (R statistical software), differed between the cohorts, at least in part because of different analytic methods. However, clinically relevant Stat5a levels may differ between prognostic and antiestrogen therapy-response outcomes, as Stat5a may have distinct biologic functions relevant for each of the two clinical outcomes. Our cohorts were of limited size, and partial loss of evaluable tissues on the tissue microarrays and missing or incomplete clinical data for some of the parameters reduced the statistical power of some multivariate analyses. For instance, despite a strong predictive association of Nuc-Stat5a in CSS analyses in Material VI, TTR in Material VI failed to reach statistical significance by univariate log-rank (*P *= 0.11) and multivariate Cox regression models (*P *= 0.087), whereas univariate Cox regression in Material VI indicated a twofold significant increased risk of breast cancer recurrence (*P *= 0.033). This discrepancy could be a result of limited numbers of cases or reflect that data may not be missing at random, although specific patterns within missing data did not emerge within any cohort of patients examined in this study (data not shown).

It is perhaps surprising that tumor grade was not significant in univariate or multivariate analyses in the cohorts of this study, given evidence for prognostic association with histologic grade in breast cancer [57]. However, lack of detectable prognostic value of breast cancer grade is not uncommon [58,59] and may, at least in part, result from variable tissue handling and tumor grading between different pathologists, particularly because many of the tumor samples analyzed were obtained prior to the 1990s, when the importance of uniform grading systems became apparent and were adopted [57].

Finally, analyses were confined to retrospective cohorts and the antiestrogen predictive analyses must be followed up with studies of randomized prospective trial materials.

## Conclusions

Total Stat5a protein, as well as nuclear localization of Stat5a, is frequently lost in invasive breast cancer and lymph node metastases. Reduced levels of Nuc-Stat5a were associated with a more than twofold increased risk of unfavorable outcome in multivariate analyses of two independent cohorts of node-negative breast cancer, and may therefore represent a novel strong prognostic marker [60]. Furthermore, low levels of Nuc-Stat5a were associated with a more than fourfold increased risk of unfavorable outcome in multivariate analyses of two independent cohorts of patients treated with antiestrogen monotherapy. Low levels of Nuc-Sta5a therefore hold potential to become a new predictive marker of resistance to antiestrogen therapy, provided that the relation can be validated in clinical trial cohorts of patients randomized for antiestrogen therapy.

## Abbreviations

AQUA: Automated quantitative analysis; CI: confidence interval; CSS: breast cancer-specific survival; DAB-IHC: DAB-chromogen immunohistochemistry; DCIS: ductal carcinoma *in situ*; ER: estrogen receptor; FDR: false discovery rate; HR: hazard ratio; IDC: invasive ductal carcinoma; IQR: interquartile range; LN: lymph node; LN Met: lymph node metastasis; Nuc-pYStat5a/b: nuclear localized and tyrosine phosphorylated Stat5a/b; Nuc-Stat5a: nuclear localized Stat5a; Nuc-Stat5b: nuclear localized Stat5b; PR: progesterone receptor; SD: standard deviation; Stat5a: signal transducer and activator of transcription-5a; Stat5b: signal transducer and activator of transcription-5b; TTR: time to breast cancer recurrence.

## Competing interests

Dr. Rimm is a stockholder and paid consultant for HistoRx, the exclusive licensee of the Yale-held AQUA patent. Dr. Rimm receives royalties from the Yale-held AQUA patent. All other authors declare no competing interests.

## Authors' contributions

ARP, AKW, CDS, DLR, AMM, TH, and HR conceived the study and participated in its design. DLR, AMM, and HR provided formalin-fixed, paraffin-embedded archived patient materials for the study. ALR provided surgical tissue for *ex vivo *experiments. CL, THT, and MAG performed immunostaining, and AQUA. AKW, ACK, JAH, AJK, and CDS conducted pathologic reviews and evaluations. ARP, ACK, GAS, EP, BF, AE, and TH performed statistical analyses. AE conducted mRNA survival analyses. ARP conducted mRNA gene-analysis study. NY conducted *ex vivo *experiments. ARP and HR drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Specificity of Stat5a and Stat5b polyclonal antibodies**. **(A) **Immunoprecipitation of Stat5a (94 kDa) or Stat5b (92 kDa) protein from SKBR3 breast cancer cells, followed by immunoblotting with the Stat5a, Stat5b, or a pan-Stat5a/b antibody, revealed specificity and lack of cross-reactivity between Stat5a and Stat5b antibodies. **(B) **Specificity of Stat5a and Stat5b antibodies in formalin-fixed, paraffin-embedded breast tissue was verified by using a blocking peptide assay. Antibodies were preincubated with the respective immunizing peptide or control before performing standard immunohistochemistry. Representative images from adjacent sections of the same tissues are shown. Click here for file

Additional file 2 **Adenoviral expression and prolactin-induced phosphorylation of Stat5a and Stat5b in MCF7 human breast cancer cells lines**. MCF7 cells were infected with adenovirus (MOI 40) expressing Stat5a or Stat5b and stimulated with prolactin for 20 minutes. Endogenous Stat5a and Stat5b were not detected with Western blot of whole-cell lysates from control cells, and phosphorylation of Stat5 was not detected in the absence of prolactin in control or Stat5a/Stat5b-overexpressing cells. Click here for file

Additional file 3 **Stat5a- and Stat5b-mediated genes**. List of 150 genes most significantly regulated by Stat5a or Stat5b in response to prolactin in MCF7 human breast cancer cell lines. 

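Of the genes in the Stat5a column of this table, 139 had a symbol of their own on the array and passed the signal filter, as had 138 of the Stat5b column. The first gene of the Stat5a column, CYP1B1, rose 5.34-fold here, and the next ones, the histone genes H4C2, H4C4 and H4C3, rose 1.98-fold, 3.06-fold and 1.41-fold. CEMIP2, a hyaluronan-degrading enzyme gene, had a fold change of 1.36 in Stat5a cells (adjusted p = 0.0705 from limma). The first genes of the Stat5b column were ALAD, an enzyme of heme synthesis, which rose 1.85-fold in Stat5b cells, ATP2C2, a calcium pump gene, which rose 1.52-fold, MB21D2, which rose 2.27-fold, and the cadherin gene CDH3, which rose 1.32-fold, whereas BAG3, a partner of heat shock proteins, fell to 0.745 of its level. Leaving out 1 array ended the calls of H4C3 (adjusted p up to 0.232, without Stat5a untreated replicate 3), ATP2C2, BAG3 and CDH3 (up to 0.0759, 0.109 and 0.171, each without Stat5b untreated replicate 3). Every matched gene had the sign the table gives, and across genes, which are not independent replicates, the log2 fold changes and the paper's correlated at r = 0.969 and r = 0.988. In these samples, from which the table itself was made, 18 genes of the Stat5a column and 99 of the Stat5b column were called at an adjusted p under 0.05, so the counts are not independent evidence. The 18 became 9, 6 and 5 without Stat5a untreated replicates 1, 2 and 3, 5 without each Stat5a prolactin replicate, 10, 11 and 11 without Stat5b untreated replicates 1, 2 and 3 and 11 without each of Stat5b prolactin replicates 1 and 2, and the 99 became 64 and 63 without Stat5b untreated replicates 1 and 3 and 66 without Stat5b prolactin replicate 3. In the cells with the other Stat5, 98 of the 139 and 87 of the 138 genes had the same sign. Of the 139 and 138, 13 and 4 were called there, counted whatever their sign. ANXA3, lower in the Stat5a column, was called higher in Stat5b cells.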

*Genes modulated in common by Stat5a and Stat5b. 

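CISH, a feedback inhibitor of cytokine signaling, SLC26A2, BCL6, the transcription factor gene SOX2, IL20, PHLDA1, LMCD1, TSC22D3, SOCS2 and TAF4B are the 10 genes the table marks as common. All of them had the same sign in both kinds of cells, and BCL6, SLC26A2 and PHLDA1 were called in both at an adjusted p under 0.05 from limma. IL20 fell by 0.64 on the log2 scale in Stat5a cells (adjusted p = 0.0246), and in Stat5b cells it was at -0.41 (adjusted p = 0.0763). LMCD1, a zinc finger gene, rose by 0.65 in Stat5b cells (adjusted p = 0.00281) and was at 0.32 in Stat5a cells (adjusted p = 0.267), and SOX2 rose by 0.60 (adjusted p = 0.00174) and was at 0.34 (adjusted p = 0.177). TAF4B, a subunit of a general transcription factor, rose by 0.92 in Stat5b cells (adjusted p = 0.00117) and was at 0.46 in Stat5a cells (adjusted p = 0.186), and SOCS2 was at 0.46 in Stat5a cells (adjusted p = 0.295). TSC22D3 was at -0.32 in Stat5a cells (adjusted p = 0.284). The difference between the effects was called for none of the 10 (adjusted p of 0.0576 to 0.995). The calls of IL20, PHLDA1 and SLC26A2 in Stat5a cells were lost without at least 1 array, with adjusted p-values of up to 0.119, 0.196 and 0.229. At the thresholds of the methods, 7 of the 10 passed in both kinds of cells, and 4 without each of Stat5a untreated replicates 2 and 3 and Stat5a prolactin replicates 1 and 2.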

FDR, false discovery rate. Click here for file

Additional file 4 **Univariate and multivariate Cox regression survival analyses of time to recurrence (TTR) of breast cancer in Material III**. CI, confidence interval; ER. estrogen receptor; HR, hazard ratio; PR, progesterone receptor. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

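Gene expression was measured in MCF-7 cells, an estrogen receptor-positive human breast cancer line, given Stat5a or Stat5b by adenovirus and then left untreated or exposed to prolactin. There were 12 arrays, 3 in each of 4 groups, and every column of the authors' table was matched to a sample by its label. The authors had made the deposited values with Affymetrix Expression Console 1.1 as iterPLIER signal intensities of 33297 transcript clusters of a whole-transcript array. The values are on a linear scale, and the percentage of signals under the 16 added before log2 was 10.3 to 13.7 per array. The 75th percentile of signal was 405 to 436 per array, and the number of arrays limits the precision. No further normalization between arrays was applied.

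Names came from the annotation of the platform. Of the clusters, 19460 had 1 gene symbol and were used, 1754 had several symbols and 12083 had none, and both of these were left out. Clusters of 1 symbol were averaged on the log2 scale for the 769 genes with more than 1 cluster. Following the methods, a gene was kept where its signal lay above the 25th percentile of the array on at least 1 array, which kept 15515 of 18417 genes. NCOA3 has no cluster with its symbol alone and was not tested. The reference used gives names and no positions, so no chromosome positions or genome build are given.

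Differences were tested with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, in 1 model of the 4 groups with moderated variances and without a block. The comparisons were prolactin against untreated in Stat5a cells, the same in Stat5b cells, the difference between these effects (Stat5b minus Stat5a), and untreated Stat5b against untreated Stat5a cells. The p-values were adjusted by the method of Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. The thresholds of the methods, a false discovery rate of 0.25 and a fold change of 1.25, were applied as well. Significance Analysis of Microarrays was computed from its published formula over all 20 relabellings of 3 arrays against 3, since the package itself was not used here. Top lists held the 150 genes of smallest p among those with a fold change of at least 1.25, and their overlap was tested with a one-sided Fisher's exact test. For 3 arrays against 3, an exact permutation test cannot give a two-sided p below 0.1.

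The comparisons, the thresholds, the rule for naming genes, 24 lists of genes and all alternatives except those named as later ones were set before the data were examined. The genes named were, for each prolactin effect, the 10 largest rises and 10 largest falls among called genes with all 3 prolactin arrays on 1 side of the 3 untreated ones, the 10 largest called differences between the effects and between untreated cells, the 10 genes that Additional file 3 marks as common, the first 5 genes of each of its columns, the genes the paper's text names, and up to 4 genes of each list with the smallest p in either prolactin comparison. FAT4, H3C12, IGFBP3, LIFR, SOCS1, TNFRSF21, SH3RF1, SHC4, TENT5C, IL4R and ANXA3 fall outside this rule and were chosen after their values were seen, most of them as members of a count. FOXK2, RBMS1 and USP6NL also fall outside it and are named for fold changes that differ from the paper's. Additional file 3 was known when the rule and the lists were written. Lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, and counts of called genes in a list were also made with p-values adjusted over the list alone.

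Whether replicate numbers pair the arrays was checked by correlating, across genes, the deviations of arrays from their group means. In Stat5b cells the untreated and prolactin arrays of replicates 1, 2 and 3 correlated at 0.585, 0.534 and 0.111, each above 0.1. They were taken as pairs on that ground alone, as neither the labels nor the paper's text say what a number stands for. For replicate 3 that ground is weak, as its untreated array also correlated at 0.101 with prolactin replicate 1. The procedure was tested on simulated data, drawn from each gene's untreated mean and its spread between arrays with known changes added to randomly chosen genes. At a log2 change of 0.5 limma called 30 of 67 changed genes (44.8%) for the Stat5a arrays and 35 of 67 (52.2%) for the Stat5b arrays, and at 1 it called 62 of 67 (92.5%) for each, with 3 and 12 genes called that had not been changed. The simulated noise was independent between genes and arrays, whereas the deviations of the real arrays were correlated as given above. The simulation therefore cannot show how many genes are falsely called in these data.

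The alternatives tried were an added value of 1 or 64, quantile normalization, centring on the median, no signal filter or a stricter one, the cluster of largest variance or of highest mean for each gene, every cluster by itself, replicate number as a block, moderation with a trend and robust variances, array weights, only the groups compared, Significance Analysis of Microarrays, other ways to rank the top lists, and leaving out each array in turn. A block within each kind of cell, lists without the genes of Additional file 3 and, for the fold changes of that table, the ratio of mean linear signals were added after the data had been seen. The tissue cohorts of the paper have no values in the table and were left out.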

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

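Chosen after the results were seen were the tests of normalization and batch on the untreated cells, those on the overlap of the top lists and that on the histone genes, as were the division of the Stat5b list into rises and falls, the restriction of the splits to those that part the pairs, the reading of splits that keep a real grouping and the use of exact intervals to read the shares, whereas the other tests here were set earlier.

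A difference between the groups marks the first results. The response to prolactin differed between Stat5b and Stat5a cells in 55 genes by limma's test of the difference itself. Called differences, Stat5b minus Stat5a on the log2 scale, were those of the cytochrome P450 gene CYP1B1 (-2.38), the prolyl hydroxylase gene EGLN3 (2.03), the tissue factor gene F3 (1.83) and the histone gene H4C4 (-1.51). Other called differences have sizes that depend on the number added before log2, as signals were near background in 1 or more groups. They are those of PHLDB2 (1.78, 1.28 to 2.03 over the alternatives), CYP1A1 (-1.73, -2.56 to -0.89), the endocytic receptor gene LRP2 (1.60, 0.83 to 2.41), the protocadherin gene PCDH19 (-1.53, -1.79 to -1.10), the protease gene ADAMTS9 (-1.52, -1.76 to -1.07) and the phosphatase gene PTPRE (1.51, 1.01 to 1.82). Leaving out 1 array ended the calls of LRP2 (Stat5b prolactin replicate 3, adjusted p = 0.0562), of PTPRE (each Stat5a untreated replicate, Stat5a prolactin replicate 2, Stat5b untreated replicate 3 and Stat5b prolactin replicate 3, 0.0529 to 0.0698), of PCDH19 (Stat5a untreated replicate 3, each Stat5a prolactin replicate and replicates 1 and 3 of both Stat5b groups, 0.0512 to 0.0808) and of H4C4 (Stat5a untreated replicates 2 and 3, each Stat5a prolactin replicate, Stat5b untreated replicate 3 and Stat5b prolactin replicates 1 and 3, 0.0502 to 0.0677). Of 100 splits of the arrays, 4 gave as many genes (highest other 223), but of the 40 that part all Stat5b pairs, as the real one does, 2 did, a share of 0.05, and as the other (63) keeps the real grouping of the Stat5b arrays and so their effect (17 at most where neither grouping is kept), these splits leave open whether chance can be excluded.

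One explanation of these differences is that the other cells had reached the level after prolactin before any was added. Of 43 genes of the Stat5b list with a called difference, 5 had done so (11.6%, exact interval 3.89 to 25.1), 1 of 37 rises (2.70%, 0.0684 to 14.2), which argues against it for the rises, and 4 of 6 falls (66.7%, 22.3 to 95.7), ADAMTS9 and PCDH19 among them, for which it stays open. For the Stat5a list it stays open at 6 of 13 genes (46.2%, exact interval 19.2 to 74.9), CYP1B1 among them with a signal of 1059 ± 22.7 (SD, n = 3) in untreated Stat5b cells. The 3 histone genes of that list with a called difference lay at a median of -1.89 (-3.46 to -0.86) on the log2 scale in untreated Stat5b cells relative to Stat5a cells after prolactin. This argues against such a level, reached beforehand, for these 3 genes. The exact intervals here and below treat genes as independent, which they are not, and do not measure the spread between arrays. These readings therefore hold only for the genes counted, on these arrays. A different choice of target genes by the 2 proteins remains open and was not tested.

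Untreated Stat5b and Stat5a cells, a comparison the paper does not report, differed in 11096 genes. Under quantile normalization the number was 11171, which argues against a difference in scale between arrays as the cause. Activity of the delivered Stat5b before prolactin stays open. Of the 143 genes called for prolactin in Stat5b cells, 61 were called in the same direction between untreated cells (42.7%, exact interval 34.4 to 51.2). A further 44 were called in the opposite direction and 38 not at all. This share cannot decide the question, as 71.5% of all genes tested were called between untreated cells. The untreated Stat5b arrays also enter both comparisons, with opposite sign. The paper reports the delivered proteins to stay unphosphorylated until prolactin (Additional file 2). A batch of arrays or infections that goes with the virus cannot be told apart from it, as no label names one, and the correlation of same-numbered untreated arrays in their deviations from the group means (no more than 0.0756) cannot show such a batch. With 3 arrays against 3 the splits by themselves are too few to exclude chance, with 11096 genes for the real one and 0 for the highest other. Across genes, the log2 signals of Stat5a and Stat5b arrays, prolactin arrays included, correlated at 0.854 to 0.920. Within 1 kind of cell, prolactin and untreated arrays correlated at 0.971 to 0.989, which argues against chance as the cause. That comparison was chosen after the results were seen.

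The small overlap of the top lists has an explanation in noise of the ranking around the same response in both kinds of cells. The splits above leave chance open for the called differences. By limma's test alone, the called difference in 52 genes of a single list argues against such noise for these genes. With genes ranked without 1 untreated and 1 prolactin array, the Stat5b list moved further on these 2 arrays than in Stat5a cells by a median of 0.48 (0.35 to 0.55 over 9 choices, each above the SD between genes), which argues against it for that list as a whole. It stays open for the genes of that list without a called difference (0.37, above the SD in 7 of the 9) and for the Stat5a list (0.21, -0.16 to 0.30, in none). A response of smaller size in Stat5a cells for every gene is argued against by 9 genes called in Stat5a cells. Their difference was called and their estimated effect was larger there, but the size itself was not tested. Where the signs were opposite, as for VLDLR, the called difference does not settle which effect is larger. A different choice of targets by the 2 proteins stays open and was not tested. An overlap of 16 was reached in 4 of 100 splits (highest other 28) but in 3 of the 40 that part all Stat5b pairs (highest other 19, neither grouping kept), a share of 0.075, so chance cannot be excluded.

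Genes missing from the column of Additional file 3 for the same kind of cells also responded. Some are in its other column, as VTCN1 and PGR are in its Stat5a column. In Stat5a cells 4 called genes are not in its Stat5a column, the protocadherin gene PCDH9, the lipoprotein receptor gene VLDLR, the transcription factor gene RUNX2 and the protease gene CAPN13. In Stat5b cells 44 called genes are not in its Stat5b column, among them PHLDB2, LRP2, VTCN1, the mammary transcription factor gene ELF5, the progesterone receptor gene PGR, the feedback inhibitor gene SOCS1 and the cytokine receptor genes LIFR and IL4R, of which SOCS1, LIFR and IL4R were chosen after their values were seen. For the prolactin effects the splits are too few to exclude chance, with 22 genes and 18 for the highest other split (the real split being the 1 as large) in Stat5a cells, and with 143 and 538 (2 as large) in Stat5b cells. The split with 538 genes puts untreated replicates 1 and 3 and prolactin replicate 1 on 1 side, which points to a structure of the samples, and the 3 other splits that part all pairs called 0 genes with limma.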

How the results depend on the processing

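Chosen after the data had been seen were the block within each kind of cell, the lists without the genes of Additional file 3 and the splits that part the pairs. Of the counts, correlations and overlaps, 232 values under alternatives stayed within their limits and 65 moved. Of the values for single genes and lists, 4327 kept their direction and side of the threshold, 579 fell below it, 45 rose above it and 7 reversed. The cause was not tested, except that leaving out arrays or groups leaves fewer samples.

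In Stat5a cells the 22 called genes became 11 without the signal filter, 6 with each cluster by itself, 7 with only the groups compared, 34 with trend and robust variances and 1462 with array weights. At the thresholds of the methods the 166 genes became 270 with quantile normalization, 109 without the filter, 47 with each cluster by itself, 1489 with array weights and 708 by Significance Analysis of Microarrays. In Stat5b cells the 143 genes became 288 with array weights, 52 with only the groups compared and 95 by Significance Analysis of Microarrays, and the 294 at the thresholds of the methods became 892, 157 and 193. The 55 differences between the effects became 31 with each cluster by itself and 261 with array weights, the 11096 genes between untreated cells became 17929 with each cluster by itself, and the overlap of 16 became 7 when ranked by absolute log2 fold change. The 4 genes called in both kinds of cells became 1 without the filter, 1 with each cluster by itself, 1 with only the groups compared, 1 with either block and 70 with array weights. The 18 called genes of the paper's Stat5a column became 9, 5, 7, 7 and 134 without the filter, with each cluster by itself, the shared block, only the groups compared and array weights, and the 99 of its Stat5b column 45 with only the groups compared. With an estimated correlation in camera 1, 1 and 2 lists were called for Stat5a cells, Stat5b cells and the difference, and with fry 4, 2 and 3, against 7, 4 and 7. Without the genes of Additional file 3, 1 list was called in Stat5b cells.

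With replicate number as a block shared by all groups the calls were 7 in Stat5a cells, 125 in Stat5b cells, 36 for the difference and 11203 for untreated cells, with 184 and 275 at the thresholds of the methods, an overlap of 18 and 7, 3 and 7 lists. The numbers were taken to pair the Stat5b arrays, on weak ground for replicate 3. With a block within each kind of cell 161 genes and 1 list were called in Stat5b cells, and 432 genes at the thresholds of the methods. It gave 44 differences, 11028 genes between untreated cells and an overlap of 11. PCDH19, TRERF1 and 3 lists were no longer called, with no other call of a named gene or list in Stat5b cells changed. In Stat5a cells same-numbered arrays correlated at 0.348, -0.109 and 0.158, not every array correlated best with its own number, and that block gave 9 genes, and 651 at the thresholds of the methods.

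Without each array in turn the counts were 5 to 18 in Stat5a cells and 81 to 139 in Stat5b cells, 27 to 244 and 194 to 398 at the thresholds of the methods, 24 to 56 for the difference and 10057 to 11334 for untreated cells. The overlap was 9 to 18, the correlation of the effects 0.0621 to 0.244 over all genes and 0.0383 to 0.228 over the top lists, and 7 to 8, 1 to 6 and 7 to 9 lists were called. In Stat5b cells the count was 81 and 83 without Stat5b untreated replicates 1 and 3 and 87 and 87 without Stat5b prolactin replicates 2 and 3, and at the thresholds of the methods 194, 195 and 195 without Stat5b untreated replicates 1 and 3 and prolactin replicate 3. In Stat5a cells the latter was 60 and 29 without Stat5a untreated replicates 2 and 3 and 67, 27 and 95 without Stat5a prolactin replicates 1, 2 and 3. For the lists, the splits of 3 arrays against 3 are too few to exclude chance, with 7 lists in Stat5a cells and 3 for the highest other (1 as large), and 4 and 3 in Stat5b cells (1 as large), while for the difference 7 lists were reached by 4 of 100 splits and by 4 of the 40 that part all Stat5b pairs (share 0.1, highest other 8), of which the 3 others keep the real grouping of the Stat5a arrays (4 at most where neither is kept), so these splits leave open whether chance can be excluded.

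The reversed values all belong to effects that were not called. They are those of H4C2 in Stat5b cells with centring on the median (-0.00148) and of H4C2 and H4C4 there without Stat5b untreated replicate 1 or Stat5b prolactin replicate 2 (over all arrays left out, -0.0794 to 0.0821 and -0.0663 to 0.284), of CYP1B1 there without Stat5b prolactin replicate 1 (-0.00654 to 0.0778) and of BAG3 in Stat5a cells without Stat5a prolactin replicate 1 (-0.0166 to 0.0689). Signals near background, such as those of S1PR1 and CYP1A1 in untreated Stat5a cells, limit what a fold means, with 0.66 to 2.75 and 0.60 to 1.94 on the log2 scale over the alternatives.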

Differences from the paper's values

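The block within each kind of cell and the ratio of mean linear signals were chosen after the values were seen, and all other settings compared were set before the data were examined. Of 277 fold changes of Additional file 3 compared, 5 differ by more than 1.5 times and the spread between arrays. Every compared gene had the direction that table gives. The ratio of the mean linear signals of the 2 groups, with nothing added, lies within 0.1% of the paper's fold change for 267 of the 277.

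For S1PR1 in Stat5a cells the paper's fold change is 6.07712 and the value here 2.79, and for CYP1A1 the paper's is 3.92925 and the value here 2.36. The ratio of the mean linear signals gives 6.08 and 3.93, the paper's values, so the difference comes from the 16 added before log2. With 1 added in its place the values are 6.74 and 3.85 and no longer differ, whereas under the other alternatives, which mostly keep the 16, they do, with lowest values of 1.58 and 1.51. For FOXK2 in Stat5a cells the paper's fold change is 2.68699 and the value here 1.13 (1.12 to 1.14 over 26 alternatives). For RBMS1 in Stat5b cells the paper's is 2.46082 and the value here 1.38 (1.30 to 1.44), and for USP6NL in Stat5b cells the paper's is 0.545489 and the value here 0.860 (0.829 to 0.895). For these last 3 genes none of the alternatives closes the gap, nor does any single cluster with that symbol alone (at the closest, ratios of 1.13, 1.47 and 0.854), and whether the paper's values are those of other clusters is not known.

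The paper marks 10 genes as common to its 2 lists of 150, or 6.67%, and the top lists here share 16, or 10.7%. The lists hold partly different genes. Of the paper's columns, 78 genes for Stat5a and 103 for Stat5b are in the top lists here, and 6 of its 10 common genes are among the 16. Of 29 alternatives set before the data were examined, 13 bring the number of common genes within the paper's by the same rule. These are 64 added before log2 (13), no signal filter (15), each cluster by itself (12), array weights (14), only the groups compared (15), Significance Analysis of Microarrays (13), ranking by absolute log2 fold change (7), ranking by the statistic of Significance Analysis of Microarrays (13), and leaving out Stat5a untreated replicate 2 (9), Stat5a prolactin replicates 1, 2 and 3 (9, 14 and 13) or Stat5b prolactin replicate 3 (15). The 2 entries of Significance Analysis of Microarrays are the same computation, so these counts hold 1 result under both names. Under the other alternatives, which reach up to 19, it still differs. The block within each kind of cell, chosen after seeing the values, gives 11. Of the 17 alternatives that leave out no array, 6 put the share under the level the paper states, with Significance Analysis of Microarrays counted under both names. So do 4 of the 12 that leave out 1 array.

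Of the 10 genes marked as common by the paper, 3 were called in both kinds of cells at an adjusted p under 0.05 and 7 passed the thresholds of the methods in both. With array weights all 10 were called in both, in a setting that called 1462 genes in Stat5a cells. Quantile normalization, the stricter signal filter, trend and robust variances, array weights and Significance Analysis of Microarrays put 9 of them past the thresholds of the methods, and each cluster by itself and leaving out Stat5a untreated replicates 2 or 3 or Stat5a prolactin replicates 1 or 2 put 4. The 3 called in both became 1 without the signal filter, with each cluster by itself, the shared block, only the groups compared, Significance Analysis of Microarrays and 9 of the 12 arrays left out. Of the genes of the paper's columns, 81 of 139 and 130 of 138 passed these thresholds here, 129 and 115 by Significance Analysis of Microarrays, the test the methods name, and 128 and 131 with array weights. In the Stat5a column the count fell to 58 without the filter, 29 with each cluster by itself, 48, 38 and 18 without Stat5a untreated replicates 1, 2 and 3, and 36, 20 and 37 without Stat5a prolactin replicates 1, 2 and 3, and in the Stat5b column it was lowest at 108, with only the groups compared and without Stat5b untreated replicate 3.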

Other observations

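No test of an explanation is reported here, and the lists without the genes of Additional file 3 were chosen after the data had been seen.

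Before prolactin, 71.5% of all genes tested differed between cells given Stat5b and cells given Stat5a, so that many calls in any list are expected. Of 36 genes of G2/M and mitosis, 32 were lower and 1 higher in untreated Stat5b cells (limma, adjusted p under 0.05), among them ASPM (-1.19), DLGAP5 (-1.27), NEK2 (-0.93), CDC25C (-1.16) and the proliferation marker gene MKI67 (-0.79). Of 50 histone genes 32 were lower and 4 higher, with H4C4 at -1.85, and of 35 genes of G1/S and DNA replication 25 were lower and 4 higher, with CDC45 at -0.87. Of 27 growth factor and cytokine receptors and ligands 18 were higher and 3 lower, of 23 junction and cytokeratin genes 15 and 5, with KRT80 at 1.15, and of 29 matrix and integrin genes 16 and 6, with ITGB4 at 1.59. These 6 lists were called by camera (adjusted p = 3.11e-09, 7.65e-05, 2.98e-04, 7.08e-04, 0.0272 and 0.0272, each with an adjusted p = 0.573 with an estimated correlation), and the counts adjusted over the list alone were 32, 32 and 25 lower and 18, 15 and 16 higher. The signaling genes IRS1 (1.62), AKT1 (1.33) and ERBB2 (1.24) and the luminal transcription factor genes FOXA1 (1.16) and SPDEF (1.09) were higher in Stat5b cells, and the prolactin receptor gene PRLR (0.68) too, whereas JAK2, the kinase bound to that receptor, was lower (-0.46). The immediate early gene FOS (-2.18) and the caveolin gene CAV1 (-2.28) were lower. Of 16 housekeeping genes 5 were higher and 8 lower, with POLR2A at 1.17 and IPO8 at -0.91. MIR21 (-3.64), PTPRCAP (-2.64) and CYP1B1 (2.48) were among the 10 largest differences. For STAT5A, FOSB, TEX47, OR4C16, CLEC1A, BRS3 and PCDH19 (2.44), the others among them, the signal in 1 kind of cell was near background. Their size depends on the number added before log2 (for TEX47 -4.83 to -1.54, for OR4C16 2.09 to 4.40 and for PCDH19 1.77 to 2.83). All genes named for this comparison kept their direction and their call under every alternative run, the scalings included. Those other than these largest ones were chosen after their values were seen.

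FOS did not pass after prolactin, at -0.55 in Stat5a cells (adjusted p = 0.143 from limma) and -0.51 in Stat5b cells (adjusted p = 0.0899), nor did the milk fat globule gene BTN1A1 in Stat5b cells, at 0.47 (adjusted p = 0.0517). In those cells 0 of 50 histone genes, 0 of 36 genes of G2/M and 0 of 35 genes of G1/S were called by limma (0, 0 and 0 at an unadjusted p under 0.05, 0, 0 and 0 by Significance Analysis of Microarrays).

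The other 13 lists, with 232 genes measured, were called by camera in neither prolactin effect nor in the difference between them (adjusted p of 0.0906 to 0.982). In Stat5a cells 0 of their genes were called by limma (10 higher and 16 lower at an unadjusted p under 0.05, 1 higher by Significance Analysis of Microarrays). In Stat5b cells 8 rose and 5 fell. ELF5 rose among 16 genes of lactation, KLF6 among 31 immediate early genes, and PGR and the potassium channel gene KCNK6 among 26 estrogen-responsive genes, where the chemokine gene CXCL12 fell. FN1 rose and TGFB2 fell among 25 genes of epithelial to mesenchymal transition, the cadherin gene CDH3 and the plakophilin gene PKP2 rose and KRT80 fell among 23 junction and cytokeratin genes, and FN1 and ITGA6 rose and ADAMTS9 fell among 29 matrix and integrin genes. CDH3 was also the 1 gene to rise among 9 basal markers, and BAG3 the 1 to fall among 24 genes of heat shock and the unfolded protein response. Over 27 alternatives the calls of KLF6, CDH3, CXCL12, BAG3 and KRT80 held in 8, 12, 18, 21 and 22. Those of TGFB2, ELF5 and PGR held in 24, 25 and 26, and those of FN1, KCNK6 and PKP2 in all. Adjusted over the list alone these lists had 2, 3, 3, 1, 2, 4, 1 and 1 genes higher and 0, 2, 2, 2, 1, 2, 0 and 1 lower. Among 24 genes of survival and apoptosis, 14 luminal markers, 9 fibroblast markers, 9 leukocyte markers and 16 housekeeping genes 0 were called by limma (0, 1, 0, 0 and 0 higher and 0, 2, 0, 1 and 0 lower at an unadjusted p under 0.05, 0 by Significance Analysis of Microarrays, 0 when adjusted over the list alone).

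Several lists share genes with Additional file 3, a table of genes chosen by their response in these samples. Leaving them out takes strong responders from a list, which alone can end a call or shift the rest the other way. The lists without those genes were tested at the preset correlation only. Camera then still called 6 lists in Stat5a cells, histones (adjusted p = 1.15e-10), G2/M (1.03e-05), G1/S (1.80e-06), interferon-stimulated genes (0.0458), low-oxygen genes (1.39e-04) and cholesterol synthesis (0.00698). In Stat5b cells the list of low-oxygen genes alone was called, and lower (0.00191), whereas EGLN3, a gene left out for this, had risen. The whole list was not called there by camera (adjusted p = 0.119), so this call rests on the removal. The lists of glucocorticoid-responsive genes, p53 targets and receptors were not called without those genes (0.0832, 0.210 and 0.354). For the difference between the effects 6 lists were called, STAT5 targets (0.0314), histones (6.65e-09), G2/M (5.12e-04), G1/S (3.18e-04), cholesterol synthesis (8.20e-04) and estrogen-responsive genes (0.0231), and those of the aryl hydrocarbon receptor and low oxygen were not (0.637 and 0.656). The whole list of estrogen-responsive genes was not called for the difference by camera (adjusted p = 0.236), so that call too rests on the removal.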
